# Integrated analysis of long non-coding RNA and mRNA expression in different colored skin of koi carp

**DOI:** 10.1186/s12864-019-5894-8

**Published:** 2019-06-21

**Authors:** Mingkun Luo, Lanmei Wang, Haoran Yin, Wenbin Zhu, Jianjun Fu, Zaijie Dong

**Keywords:** LncRNA, mRNA, Skin color, Function annotation, Koi carp, Illumina sequencing

## Abstract

**Background:**

Long non-coding RNAs (lncRNAs) perform crucial roles in biological process involving complex mechanisms. However, information regarding their abundance, characteristics and potential functions linked to fish skin color is limited. Herein, Illumina sequencing and bioinformatics were conducted on black, white, and red skin of Koi carp (*Cyprinus carpio* L.).

**Results:**

A total of 590,415,050 clean reads, 446,614 putative transcripts, 4252 known and 72,907 novel lncRNAs were simultaneously obtained, including 92 significant differentially expressed lncRNAs and 722 mRNAs. *Ccr_lnc5622441* and *Ccr_lnc765201* were up-regulated in black and red skin, *Ccr_lnc14074601* and *Ccr_lnc2382951* were up-regulated in white skin, and premelanosome protein a (*Pmela*), *Pmelb* and tyrosinase (*Tyr*) were up-regulated in black skin. The expression patterns of 18 randomly selected differentially expressed genes were validated using the quantitative real-time PCR method. Moreover, 70 lncRNAs acting on 107 target mRNAs in *cis* and 79 lncRNAs acting on 41,625 target mRNAs in *trans* were investigated. The resulting co-expression networks revealed that a single lncRNA can connect with numerous mRNAs, and vice versa. To further reveal their potential functions, Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were analyzed, and membrane, pigment cell development, cAMP signaling, melanogenesis and tyrosine metabolism appear to affect skin pigmentation. Additionally, three lncRNAs (*Ccr_lnc142711*, *Ccr_lnc17214525* and *Ccr_lnc14830101*) and three mRNAs (*Asip*, *Mitf* and *Tyr*) involved in the melanogenesis pathway were investigated in terms of potential functions in embryogenesis and different tissues.

**Conclusions:**

The findings broaden our understanding of lncRNAs and skin color genetics, and provide new insight into the mechanisms underlying lncRNA-mediated pigmentation and differentiation in Koi carp.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5894-8) contains supplementary material, which is available to authorized users.

## Background

Non-coding RNAs (ncRNAs), which are not translated into proteins but play vital roles in various biological processes, are receiving increasing attention [1]. Among them, long non-coding RNAs (lncRNAs), defined as transcripts longer than 200 nucleotides and lacking protein-coding capacity, have emerged as essential mediators in numerous biological functions [2]. LncRNAs positively regulate gene expression at different levels, including transcriptional and posttranscriptional regulation, and chromosome remodeling [3]. Through these actions, lncRNAs typically function in protein localization, telomere replication and RNA interference [4]. With next-generation high-throughput RNA sequencing techniques and computational analysis, thousands of lncRNA transcripts have been identified through systematic sequencing of full-length cDNA libraries in many species, such as *Homo sapiens* [5], *Rattus norvegicus* [6], *Salmo salar* [7] and *Danio rerio* [8].

Recently, lncRNAs have also been suggested to perform a crucial role in regulating skin. Researchers have discovered several lncRNAs associated with skin biology such as *BANCR*, *ANCR*, *U1 RNA* and *PRINS* [9]. A series of well-known oncogenes including *H19*, *H19-as*, *Foxn2-as* and *Hottip* function in vitamin D receptor protection against skin cancer formation by helping to maintain the balance between oncogenic and tumor-suppressing lncRNAs [10]. Ren et al. identified 1336 lncRNAs in goat fetal skin and investigated significant differences in gene architecture, expression levels, and impact on target genes in *cis* and *trans* [11]. Weikard et al. demonstrated a complex transcript pattern for bovine skin and identified 4365 potential intergenic lncRNAs in bulls with a piebald phenotype [12]. To our knowledge, there have been no reports describing the involvement of lncRNAs in skin color pigmentation and differentiation in fish.

Koi carp, a colorful variant of common carp (*Cyprinus carpio* L.), is one of the most important ornamental fish worldwide with great economic value [13]. Some individuals display fascinating skin color patterns that play important roles in numerous biological processes including mate-choice, camouflage, and perception of threatening behavior [14, 15]. Skin color regulation in fish is a complicated process, linked to various cellular, genetic, nutritional, and environmental factors [16]. In Koi carp, much attention has been paid to skin color regulation, including the genetics of pigment patterning [17], cloning of color-related genes, functional analysis [18, 19], environmental factors [20], nutrition [21] and transcriptome analysis [22]. However, lncRNA-mediated regulatory mechanisms related to skin color have not been reported.

In our previous study, we performed small RNA sequencing (sRNA-Seq) on three skin colors (black, white and red) in Koi carp using Illumina sequencing. We screened 164 differentially expressed miRNAs and identified several key miRNAs related to pigment regulation including *miR-196a*, *miR-200b*, *miR-125b* and *miR-202* [23]. In the present study, we conducted a high-throughput sequencing strategy to screen expression of lncRNAs and mRNAs in these three skin colors. Differentially expression patterns were validated using qRT-PCR to confirm the results of RNA-seq. Putative target mRNAs of lncRNAs in *cis* and *trans* were predicted, and we selected candidate lncRNAs and mRNAs that are highly likely affect skin pigmentation to construct coding/non-coding gene co-expression diagrams. Moreover, we also analyzed the Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways to excavate the function roles of genes in the determination of skin color. Spatial and temporal expression patterns of some lncRNAs and mRNAs involved in the melanogenesis pathway were further analyzed, indicating that these genes have strict tissue specificity during skin development and pigmentation. Our findings provide an invaluable resource for understanding the genetics of skin color in fish, and expand our knowledge on lncRNA biology in general in Koi carp.

## Results

### Identification of lncRNAs in koi carp skin

A total of 612,253,232 raw reads were excavated from the nine sequencing libraries. 

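The 9 libraries comprise 3 of black skin (BS), 3 of white skin (WS) and 3 of red skin (RS) of Koi carp, an ornamental form of the common carp, and the libraries of each color are numbered from 1 to 3. Skin was sampled from fish that carry black, white and red patches together. Their average weight is 400 g in the paper and 200 g in the sample labels, and they were kept at 24 °C. Poly(A) RNA was sequenced as read pairs of 150 bp. The authors mapped the reads to the common carp genome with TopHat, assembled them with Trinity and merged redundant transcripts with CD-HIT. With RSEM they then estimated 3 values for each assembled gene in each library, an expected count (the number of read pairs assigned to the gene), TPM and FPKM. The expected counts are not normalized for library size, and assembled genes at 0 in every library were kept in the deposited tables. For the tests, the expected counts were rounded to whole numbers, features with few counts were left out by edgeR's filterByExpr, and library sizes were adjusted by TMM factors. The total expected count per library ranged from 14812893 to 25002494 in BS (median 18584474), from 15242020 to 20643139 in RS (median 16442396) and from 13773868 to 23058887 in WS (median 15821740). These totals are the depth used in every value below.
Libraries with the same number but different colors were the most alike. Across the 78848 features kept by the filter over all 9 libraries, Pearson's r of log2 CPM was 0.798 to 0.873 (median 0.85) between libraries with the same number. It was 0.459 to 0.742 (median 0.57) between libraries of 1 color and 0.458 to 0.759 (median 0.56) between libraries that differed in both color and number. These are correlations across features, and features are not independent replicates. The fragment lengths behind the RSEM estimates also differed by number, with 347.1 to 359.7 bp in the libraries of replicate 2 and 283.9 to 295.5 bp in those of replicates 1 and 3.

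**Figure D1:**
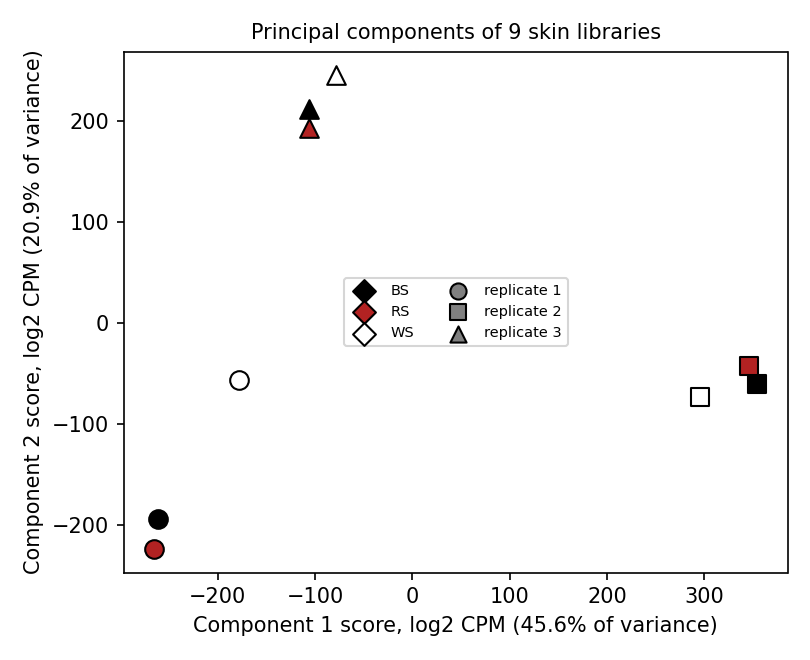
Scores of the 9 skin libraries on the first 2 principal components of log2 CPM, component 1 on the horizontal axis (45.6% of variance) and component 2 on the vertical axis (20.9% of variance). Each point is 1 library, with its skin color and replicate number, and the 3 libraries of each number lie close together.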

After discarding adaptor and low-quality sequences, 590,415,050 clean reads remained, and the percentage of clean reads among raw tags in each library ranged from 95.83–96.95% (Additional file 2). The quality of transcript expression level measurements was checked by density plots for each sample (Fig. 1a) and the distribution of maximum, minimum, and percentile values for normalized signals for each sample (Fig. 1b). 

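The sum of the deposited expected counts over the 9 libraries was 163381911 read pairs. Set against the paper's clean reads taken as pairs, the assigned share was lowest in BS1 at 37.8% and highest in BS2 at 66.8%, with a median of 57.9%. Of the assembled genes, 311438 carry identifiers of the genome-guided assembly and 135176 identifiers of the de novo assembly. A value above 0 was found in at least 1 library for 315620 genes and in all 9 libraries for 53587, while 130994 were at 0 throughout. A gene needs about 3 counts to be seen at all, which is 0.12 CPM in BS2 and 0.218 CPM in WS1. This floor covers counting error only, since read pairs copied by PCR are not independent molecules. Among the 178048 genes with a total of at least 10 expected counts, 12841 had exactly the counts of another gene in every library, so the authors' counting could have split shared reads between such copies.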

Subsequently, clean reads were mapped to the *C. carpio* v3.0 reference genome, resulting in 446,614 putative transcripts (Table 1). Several filtering steps were applied to screen lncRNAs in the transcript list by removing protein-coding transcripts, pseudogenes, and other classes of non-coding RNAs including ribosomal RNA (rRNA), microRNA (miRNA), transfer ribonucleic acid (tRNA). 

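The part of Additional file 3 read here lists 942 genes with similarity to known zebrafish lncRNAs and 1999 genes that the authors predicted from the assembly alone. Of the 942 genes, 819 (86.9%) had a value above 0 in at least 1 skin library and 288 (30.6%) in all of them. Among the 1999 predicted genes, 1112 (55.6%) were above 0 somewhere and 70 (3.5%) everywhere. The median of a gene's highest FPKM was 2.76 for the former and 0.38 for the latter, against 0.98 for all assembled genes. The predicted genes had a median length of 451 bp, and 814 of them (40.7%) had 1 exon. Genes above 0 in at least 1 library of a color numbered 797 in BS, 666 in RS and 741 in WS for the predicted genes, and 722, 699 and 713 for the genes similar to zebrafish lncRNAs. A low gene that went unseen in a library was not shown to be absent.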

We identified 77,159 expressed lncRNAs, of which 4252 (5.5%) were previously annotated and 72,907 (94.5%) were novel lncRNAs (Additional file 3).

**Fig. 1:**
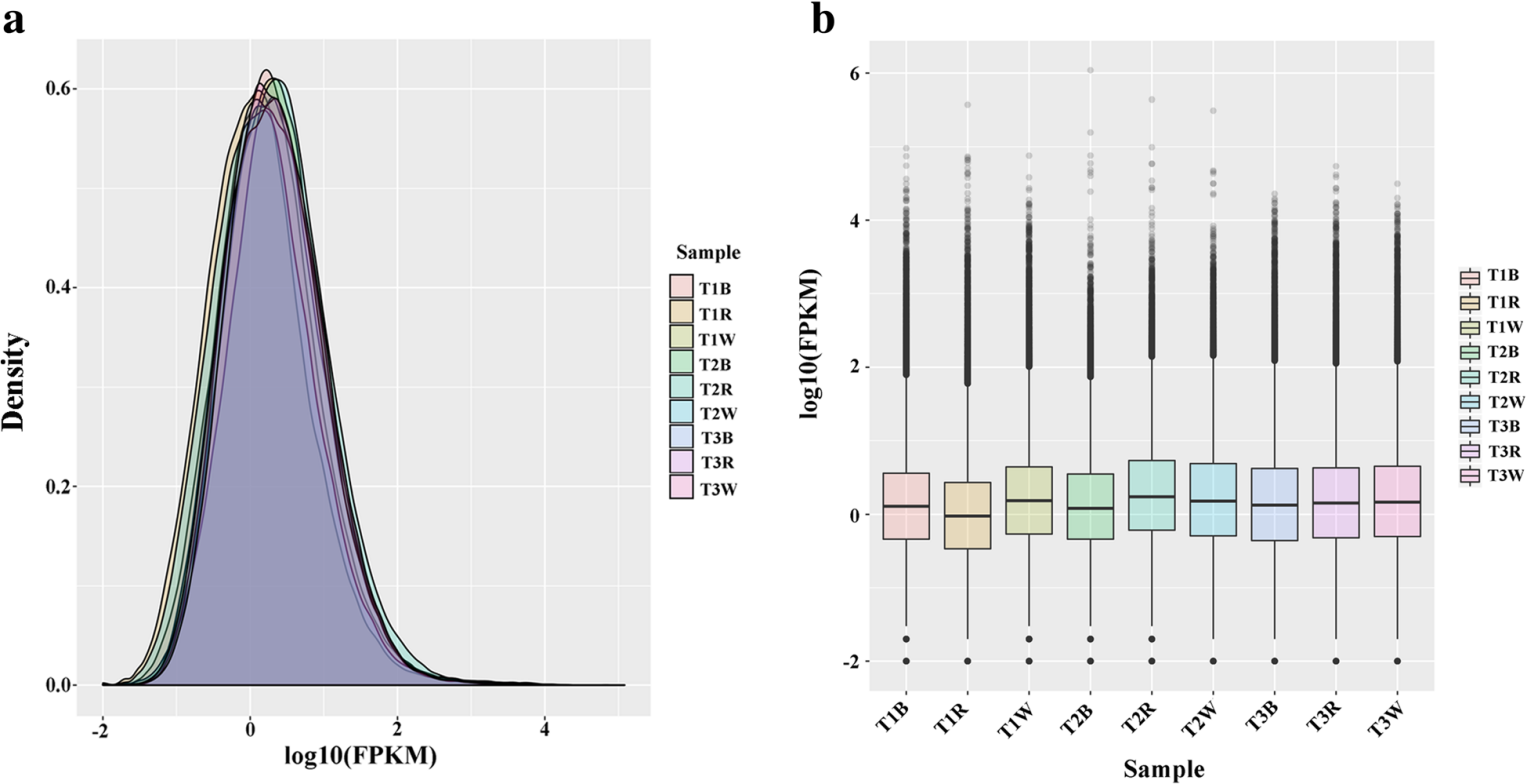
**a** Density plot showing the distribution of each sample. **b** Box plot showing the distribution of maximum, minimum and percentile values for normalized signals of each sample

**Table 1:** Summary of Koi carp sequencing data

Item	Value
Total number of sequences	698,058
Total number of genes	446,614
Total base of sequences (Mb)	644
Maximum sequence length (bp)	17,984
Minimum sequence length (bp)	200
Average sequence length (bp)	922.82
Median contig length (bp)	616
N50 (bp)	1328
Percent GC (%)	43.55

### Expression profiling of lncRNAs and mRNAs

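Each pair of colors was compared with edgeR's quasi-likelihood test on the 3 libraries of each, and a feature was called at a Benjamini-Hochberg adjusted p (FDR) of at most 0.05 with an absolute log2 fold change of at least 1. No feature was called, 0 of 68812 tested in BS against WS, 0 of 65727 in RS against BS and 0 of 66740 in RS against WS. At an unadjusted p under 0.05 there were 262 (0.38%), 216 (0.33%) and 271 (0.41%) features, where 5% would fall by chance. The groups share replicate numbers, and same-numbered libraries deviated together from the means of their groups, with a median correlation of 0.58 over 9 pairs of libraries against -0.36 over 18 pairs with different numbers. With the replicate number as a block, 1364, 1247 and 1089 features had an unadjusted p under 0.05, but again 0 were called in each comparison, and the smallest FDR values were 0.308, 0.122 and 0.639. The alternative that moved the counts most was testing all features with a count above 0, which gave 389 calls in BS against WS, 355 in RS against BS and 346 in RS against WS among 290342, 285309 and 279939 features. Of these calls, 70.4%, 75.2% and 78% were on features above 0 in at most 3 of the 6 libraries compared.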

A total of 722 mRNAs and 92 lncRNAs were identified as significant, and volcano plots of three pairwise comparisons were plotted to reveal expression trends (Fig. 2a). 

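Additional file 4 holds 116 entries for lncRNAs, an entry being a feature in a comparison, with 45 in BS_WS, 25 in RS_BS and 46 in RS_WS. In the deposited counts 32 of these entries had enough reads to be tested, 6, 9 and 17 in the respective comparisons. All 32 changed in the listed direction, which is no separate check of the list because both come from the same libraries. None passed the threshold (0 entries), and 12 had an unadjusted p under 0.05, or 16 with the replicate block. The unfiltered test raised the number of lncRNA entries past the threshold to 37. The median absolute log2 fold change of the 32 tested entries was 3.78, or 1.5 with the replicate block. Over the 112 entries that the unfiltered test covered it was 6.47. The paper's for all its lncRNA entries is 7.15.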

Among differentially expressed (DE) lncRNAs, 18 were up-regulated and 27 were down-regulated in BS compared with WS; 10 lncRNAs were up-regulated and 15 were down-regulated in RS compared with BS; and 26 lncRNAs were up-regulated and 20 were down-regulated in RS compared with WS (Fig. 2b). Furthermore, among DE mRNAs, 197 mRNAs were up-regulated and 121 were down-regulated between BS and WS, 71 mRNAs were up-regulated and 143 were down-regulated between RS and BS, and 214 mRNAs were up-regulated and 166 were down-regulated between RS and WS (Fig. 2c). 

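For mRNAs, Additional file 4 holds 912 entries, of which 173 could be tested in the deposited counts. The direction was the listed one for 45 of 45 tested entries in BS_WS, 41 of 41 in RS_BS and 82 of 87 in RS_WS. Unadjusted p-values under 0.05 were obtained for 28, 23 and 54 of them, and for 37, 37 and 63 with the replicate number as a block, while 0 reached the FDR threshold in either fit. The unfiltered test placed 259 mRNA entries past the threshold. Over the lncRNA and mRNA lists together, 36 entries had a deposited FPKM of 0 in all 6 libraries compared, 267 were above 0 in 1 library, 282 in 2, 173 in 3, 85 in 4, 59 in 5 and 126 in all 6. By the FPKM that Additional file 4 itself lists, 1 entry was at 0 throughout, 146 were above 0 in 1 library, 363 in 2, 180 in 3, 134 in 4, 78 in 5 and 126 in all 6.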

The proportion of significantly DE lncRNAs and mRNAs reflects their specific functions, and detailed lists of all genes are provided in Additional file 4.

**Fig. 2:**
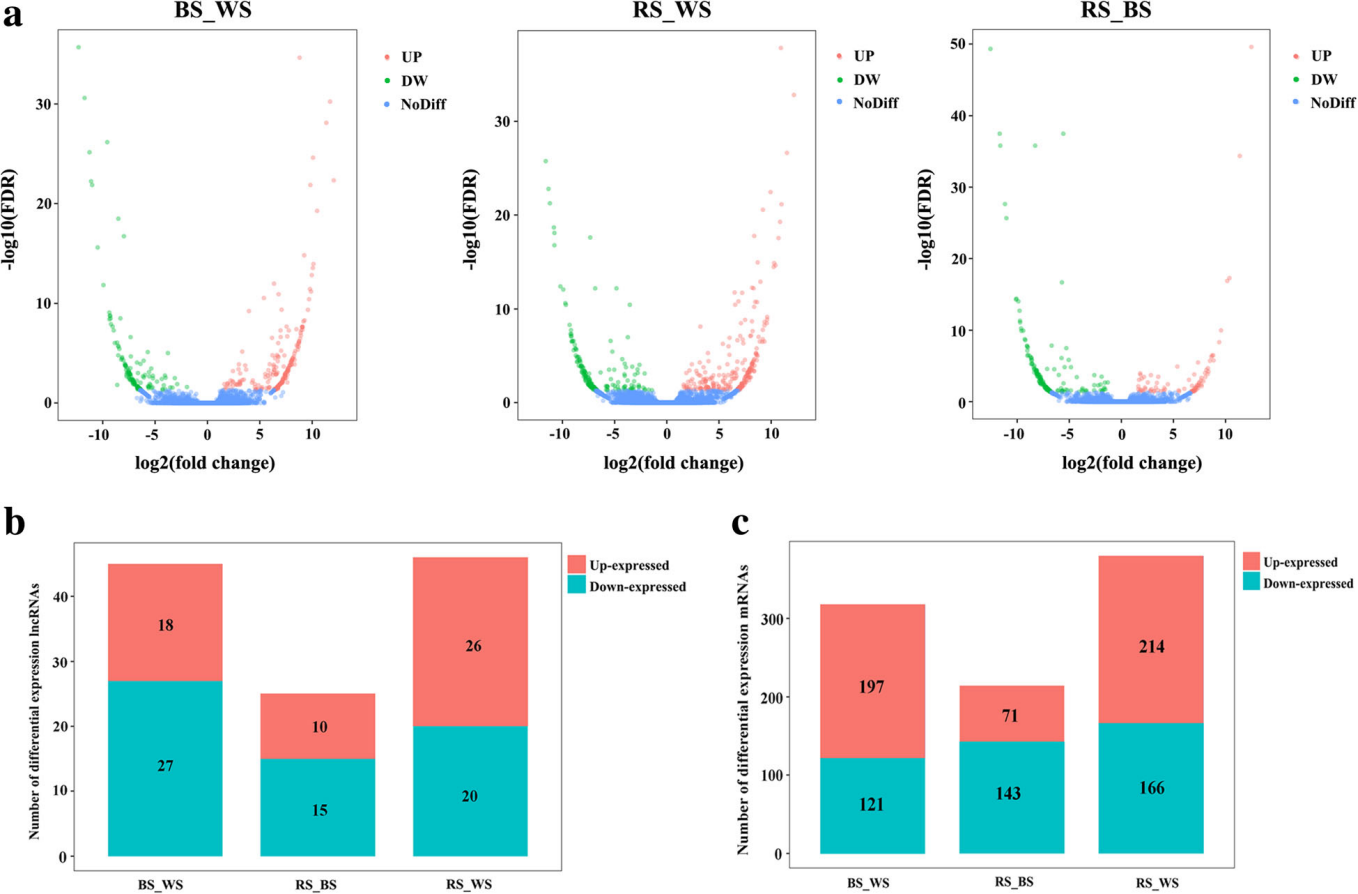
Differentially expressed genes in the three pairwise comparison groups. **a** Volcano plots of all genes in the three pairwise comparisons. Blue, red and green dots represent non-significant, up- and down-regulated genes, respectively; **b** Brown and cyan indicate the number of significant up- and down-regulated lncRNAs, respectively; **c** Brown and cyan indicate the number of significant up- and down-regulated mRNAs, respectively

Venn 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/index.html) was employed to further visually compare gene expression. Among the lncRNAs, 11 known and 81 novel lncRNAs were identified, and 10 lncRNAs were DE in both RS and BS groups compared with the WS group (Fig. 3a). 

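In the lists of Additional file 4, 10 of the 92 lncRNAs appear in both BS_WS and RS_WS and 0 appear in all 3 comparisons. Tested on the deposited counts, 0 features were shared by the comparisons of BS and RS with WS, since neither comparison had a call, and with the replicate block the number was also 0. The unfiltered test gave the highest number of shared features, 124, and 23 of these were called in all 3 comparisons.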

Meanwhile, 722 mRNAs including seven overlapping sequences were also identified, and 85 mRNAs were DE in both RS and BS groups compared with the WS group (Fig. 3b). Ten lncRNAs and 13 mRNAs (randomly selected from the 85 mRNAs) were chosen for plotting heatmaps. Hierarchical clustering allowed us to hypothesize relationships among these genes, and the 10 DE lncRNAs (Fig. 3c) and 13 mRNAs (Fig. 3d) presented different expression patterns. 

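The names of the lncRNAs carry the digits of Trinity identifiers, and 4 of those drawn in Fig. 3c are given here library by library. Ccr_lnc6842391 (591 bp) had FPKM values of 13.26, 14.94 and 21.88 in BS libraries 1 to 3 and 0 in all WS libraries. Its log2 fold change between BS and WS was 9.64 (standard error 1.02, FDR 1 from edgeR's quasi-likelihood test), and 9.59 (standard error 0.93, FDR 1) with the replicate block. With WS at 0 throughout, the size of this change depended on the setting. Over the other settings it ran from 4.11, on the log2(FPKM + 1) scale, to 9.64. Ccr_lnc765201 (659 bp) was at 1.97, 0.25 and 0.15 FPKM in BS, at 4.79, 7.58 and 75.45 in RS, and at 0 in WS. Between RS and WS its log2 fold change was 10.46 (standard error 2.02, FDR 1), and 10.30 (standard error 0.82, FDR 1) with the block. It ran from 3.96 to 10.48 over the other settings, and the standard errors do not cover such shifts. The RS libraries of Ccr_lnc13007521 (544 bp) reached 4.14, 36.76 and 12.44 FPKM against 0.28, 0 and 0.25 in WS, a log2 fold change of 6.37 with a standard error of 1.11 and an FDR of 1. In BS it was at 1.84, 9.98 and 0 FPKM. Ccr_lnc5622441 (596 bp) had 0.43, 6.73 and 1.78 FPKM in BS, 0, 8.64 and 7.90 in RS and 0 in WS, from 131.8 expected counts in all, and was below the filter in the comparisons with WS. Exact two-sided permutation tests on FPKM gave p = 0.1, the smallest that 3 libraries against 3 allow, for Ccr_lnc765201 in both comparisons with WS, for Ccr_lnc5622441 and Ccr_lnc6842391 in BS against WS and for Ccr_lnc13007521 in RS against WS. The same exact test gave p = 0.4 for Ccr_lnc5622441 in RS against WS and for Ccr_lnc13007521 in BS against WS, and p = 1 for Ccr_lnc6842391 in RS against WS. Leaving out each replicate in turn kept the fold changes of the 3 tested lncRNAs above 0, the lowest being 5.72 for Ccr_lnc13007521. For Ccr_lnc6842391 and Ccr_lnc765201, at 0 in all WS libraries, the sign could not have come out otherwise. The DESeq2 Wald test, an alternative that changed these calls, gave an FDR of 4.65e-07 for Ccr_lnc6842391, 0.000113 for Ccr_lnc765201 and 0.000701 for Ccr_lnc13007521. The parts of the files read here do not pair Pmela, Pmelb or Tyr with assembled genes, so no value is given for them.

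**Figure D2:**
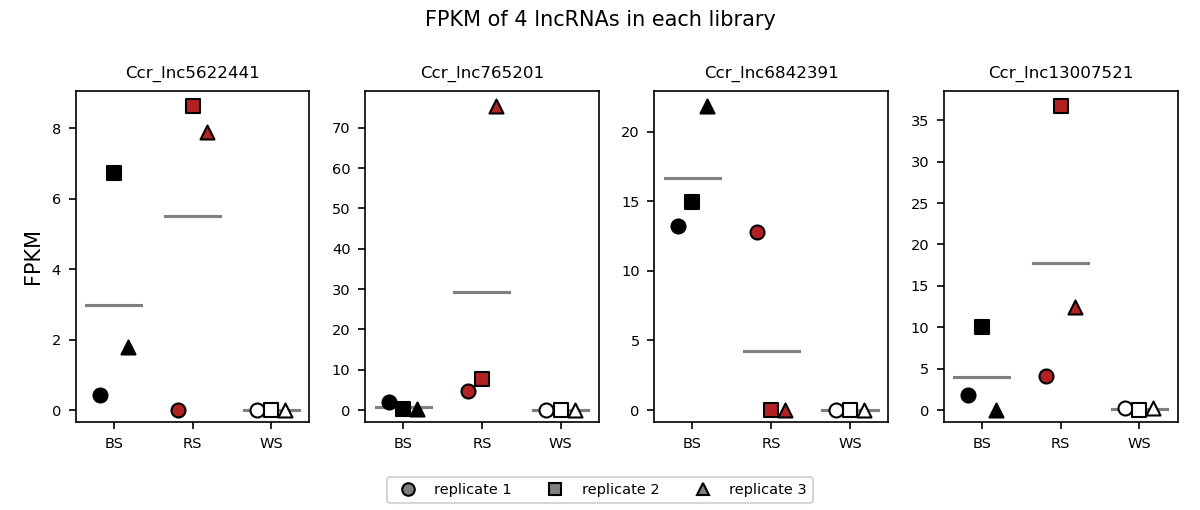
FPKM of Ccr_lnc5622441, Ccr_lnc765201, Ccr_lnc6842391 and Ccr_lnc13007521 (vertical axes) in the BS, RS and WS libraries (horizontal axes). Points are single libraries with their replicate numbers and horizontal lines are group means of 3 libraries. The WS libraries are at 0 except for Ccr_lnc13007521 at 0.28 and 0.25.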

For example, *Ccr_lnc5622441*, *Ccr_lnc765201*, *Ccr_lnc6842391* and *Ccr_lnc13007521* were up-regulated in RS and BS groups compared with the WS group, and *Pmela*, *Pmelb* and *Tyr* were up-regulated in BS compared with RS and WS.

**Fig. 3:**
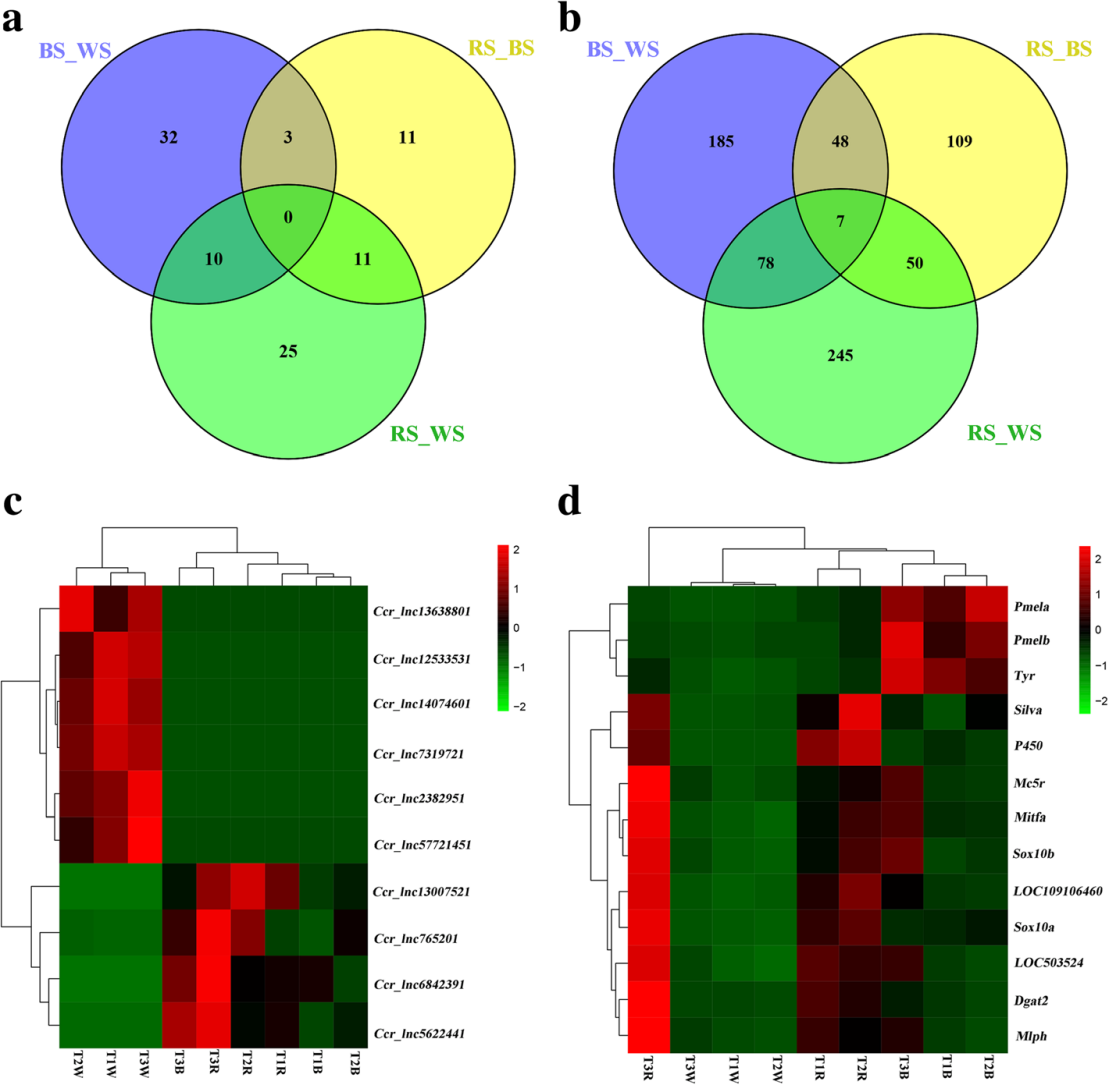
**a** Venn diagram of differentially expressed lncRNAs in the three pairwise comparison groups; **b** Venn diagram of differentially expressed mRNAs in the three pairwise comparison groups; **c** Heatmaps and hierarchical clustering of 10 selected lncRNAs. **d** Heatmaps and hierarchical clustering of 13 randomly selected mRNAs. High to low expression is colored green to red

To further confirm the reliability and validity of the sequencing data, we randomly selected nine significant DE mRNAs and nine DE lncRNAs for analysis by qRT-PCR. 

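On the RNA-seq side, the lncRNAs of Fig. 4 whose names match the list of Additional file 4 had the following deposited values. Ccr_lnc17214525 (1210 bp) was at 114.40 FPKM in BS2, 43.37 in RS2 and 10.24 in WS2, while in the libraries of replicates 1 and 3 it was at 0.73 in BS3 and otherwise at 0 to 2 decimals. Its log2 fold change between BS and WS was 4.01 (standard error 2.94, FDR 1 from the quasi-likelihood test), and 4.16 (standard error 0.59, FDR 1) with the replicate block. Without BS2, but with WS2 kept, the sign reversed to -3.12. The test without a filter changed the call, with an FDR of 0.00741, and so did the likelihood ratio test with the block, chosen after seeing the data, with 0.000277. Ccr_lnc16063311 fell by 1.14 on the log2 scale in RS against BS (standard error 1.72, FDR 1), a change smaller than its error, and by 1.18 (standard error 0.38) with the block. It rose by 0.31 without BS3, but with RS3 kept. Ccr_lnc17821911 was at 19.90, 24.72 and 12.37 FPKM in RS and at 11.70, 2.98 and 3.29 in WS, a rise of 2.12 (standard error 0.85, FDR 1), or 2.30 (standard error 0.31) with the block. With the block, 2 tests chosen after seeing the data changed this call, DESeq2 with an FDR of 1.26e-10 and the likelihood ratio test with 0.000235. Ccr_lnc1485701 had 0.46, 14.16 and 7.80 FPKM in RS and 0 in all WS libraries. Ccr_lnc8963611 was above 0 only in BS2, at 10.48 FPKM from 8.9 expected counts. Ccr_lnc14830101 had 10.82 FPKM in BS2, 4.01 in RS2 and 0.17 in RS3. For Ccr_lnc105029701 the values were 4.61 in BS2, 5.33 in WS2 and 1.91 in WS3, and 0 elsewhere. The last 4 were below the filter of the quasi-likelihood test in the comparison that Fig. 4 shows for each.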

The result showed that the qRT-PCR expression patterns were in complete agreement with the RNA-seq results, indicating that the RNA-seq data was reliable (Fig. 4). For example, based on the RNA-seq results, expression of *Sox10* in RS was almost 2.8 times higher than in WS, compared with a 3.2-fold difference according to qRT-PCR.

**Fig. 4:**
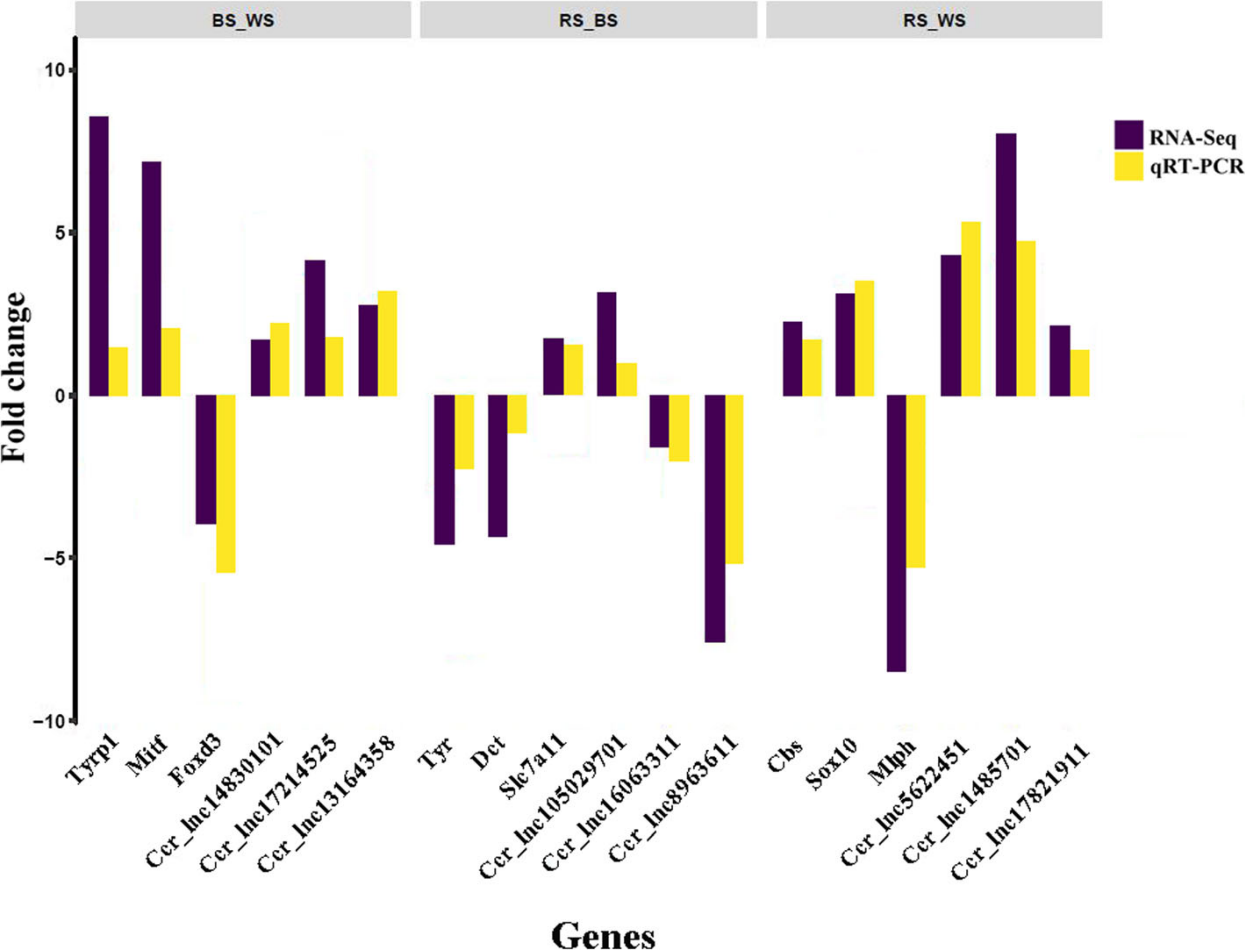
Relative expression levels of genes measured using quantitative real-time PCR (qRT-PCR) and Illumina sequencing (RNA-seq) in the three comparative groups

### GO and KEGG enrichment of differentially expressed mRNAs

To further explore the potential functions of 722 significant DE mRNAs, we analyzed the associated functions using the GO database. As shown in Figs. 5, 48 terms were assigned including 23 (47.92%) biological process, 15 (31.25%) cellular component and 10 (20.83%) molecular function categories in RS vs. WS. The results of all comparisons are presented in Additional file 5: Figure S3 and S4). The results showed that the most highly enriched terms were membrane (cellular component), binding (molecular function), and cellular process (biological process). Moreover, we identified some differently enriched terms in the three comparisons. For example, melanosome in cellular component and melanosome organization in biological process were more highly enriched in BS_WS and RS_BS groups than the RS_WS group. 

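Additional file 5 assigns 11 features to melanosome organization and 7 to melanosome in BS_WS. Tested on the deposited counts, 8 of the 11 and 5 of the 7 had enough reads, and all of these were higher in BS than WS. Unadjusted p-values under 0.05 were found for 8 and 4 of them, and for 8 and 5 with the replicate block, with 0 at an FDR of at most 0.05 in either fit. Of the listed features, 7 and 2 passed the threshold in the unfiltered test, and 2 and 2 in edgeR's exact test. The smallest FDR with the block was 0.308. In RS_BS, 6 of 9 listed features of melanosome organization and 4 of 5 of melanosome could be tested, and all were lower in RS. There 3 and 1 of them had an unadjusted p under 0.05, and 6 and 4 with the block. In RS_WS the terms hold 4 features each, of which 0 and 1 could be tested. The paper's enrichment p-values for melanosome organization are 1.37e-20 in BS_WS, 4.72e-17 in RS_BS and 9.29e-06 in RS_WS, and for melanosome 5.87e-11, 6.23e-08 and 3.11e-05. They were computed from the paper's gene lists and were not recomputed here. Among features of these terms, TRINITY_DN160804_c0_g1 (1850 bp) was at 1.55, 79.55 and 2.12 FPKM in BS and at 0, 0.01 and 0 in WS, a log2 fold change of 13.20 (standard error 3.14, FDR 1 from the quasi-likelihood test), and 13.51 (standard error 0.75) with the block. The DESeq2 Wald test changed this call, with an FDR of 1.23e-05. Of the tests with the block chosen after seeing the data, DESeq2 did not change it, with an FDR of 0.725. The likelihood ratio test did, with 4.41e-23. With WS at or near 0, the change of TRINITY_DN160804_c0_g1 ran from 3.1 to 13.51 over the other settings. TRINITY_DN158633_c2_g1 (1610 bp) was at 7.95, 11.34 and 3.54 FPKM in BS and at 5.92, 6.08 and 2.22 in WS, a log2 fold change of 0.95 with a standard error of 0.72, or 0.80 (standard error 0.30) with the block, at an FDR of 1 in both fits. The latter was higher in BS than WS in all 3 same-numbered pairs, and edgeR's unadjusted p was 0.0447 with the block and 0.227 without it. Exact two-sided permutation tests, which leave the pairing out, gave p = 0.4 for the latter and p = 0.1 for the former.

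**Figure D3:**
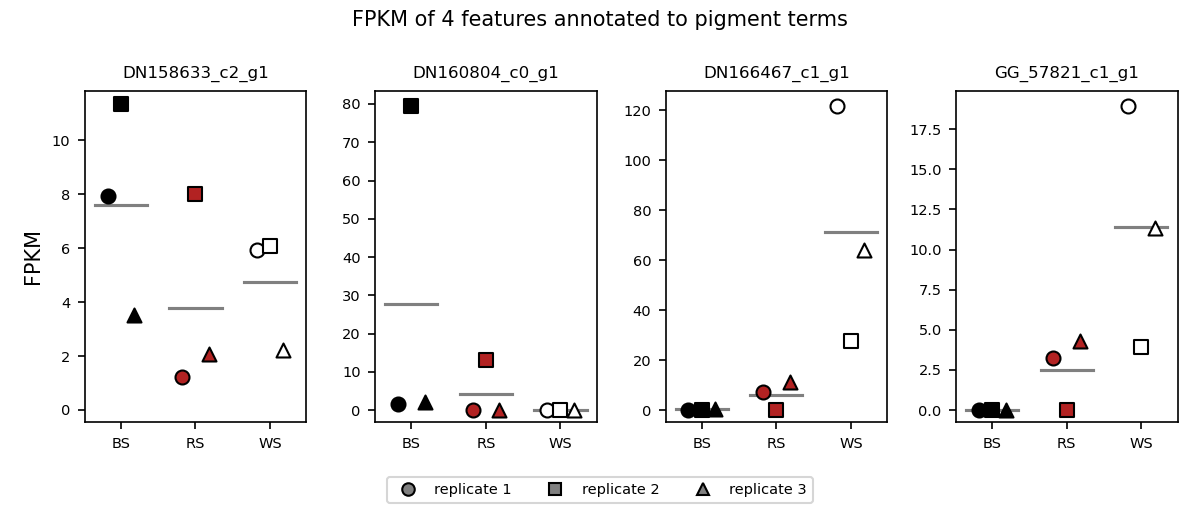
FPKM of 4 assembled genes that Additional file 5 places under melanosome terms or the melanogenesis pathway (vertical axes), in the BS, RS and WS libraries (horizontal axes). Points are single libraries with their replicate numbers and horizontal lines are means of 3 libraries. TRINITY_DN158633_c2_g1 and TRINITY_DN160804_c0_g1 have their highest means in BS, and TRINITY_DN166467_c1_g1 and TRINITY_GG_57821_c1_g1 theirs in WS.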

Detailed results are provided in Additional file 5.

**Fig. 5:**
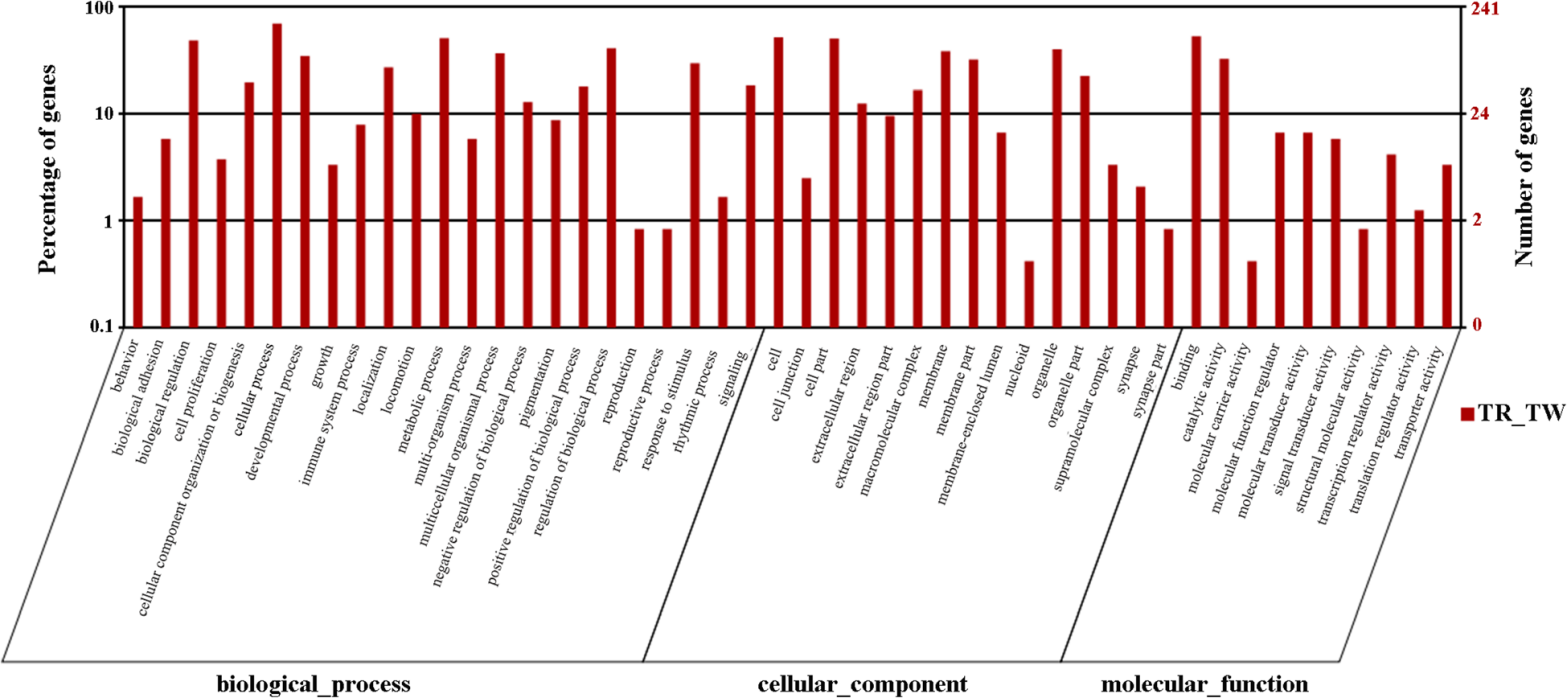
Gene Ontology (GO) enrichment analysis of significant differentially expressed mRNAs in RS and WS groups

In the KEGG pathway analysis of DE mRNAs, *p*-value denotes significance, with lower *p*-values indicating greater significance (the *p*-value cut-off determining significance was 0.05). The top 10 enriched pathways are presented in Table 2. 

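For the pathways, the features listed in Additional file 5 were likewise looked up in the deposited counts. Melanogenesis holds 10 features in BS_WS, 8 in RS_BS and 6 in RS_WS, of which 6, 4 and 4 could be tested, and all of those tested had an unadjusted p under 0.05 with and without the replicate block but an FDR above 0.05. Of the listed features, 8, 4 and 2 passed the threshold in the unfiltered test, and 3, 0 and 3 in edgeR's exact test. In BS against WS 4 of the 6 features tested with the filter rose and 2 fell. TRINITY_DN166467_c1_g1 (1380 bp) fell by 8.25 on the log2 scale (standard error 1.57, FDR 1 from the quasi-likelihood test), and by 8.41 (standard error 1.02) with the block, from 121.86, 27.69 and 64.21 FPKM in WS to 0.06, 0 and 0.61 in BS. TRINITY_GG_57821_c1_g1 (2270 bp) fell by 11.62 (standard error 1.39, FDR 1), or 11.37 (standard error 0.65) with the block, from 18.96, 3.95 and 11.37 FPKM in WS to 0 in BS. The DESeq2 Wald test changed both calls, with FDRs of 3.76e-07 and 3.67e-08. Over the other settings the log2 fold changes ran from -8.93 to -5.68 and from -11.63 to -3.42. In RS these genes were at 7.03, 0 and 11.20 FPKM and at 3.23, 0 and 4.29 FPKM. For tyrosine metabolism, 3 of 6 listed features could be tested in BS_WS, 2 of 5 in RS_BS and 0 of 2 in RS_WS. The 3 rose in BS against WS and the 2 fell in RS against BS, each with an unadjusted p under 0.05. Tight junction has 3, 3 and 10 listed features in BS_WS, RS_BS and RS_WS, of which 1, 0 and 2 could be tested. The 2 tested in RS_WS moved in opposite directions, and 0 of them had an unadjusted p under 0.05 without the block and 1 with it. The paper's enrichment p-values in BS_WS, RS_BS and RS_WS are 3.9e-06, 3.51e-05 and 0.017 for melanogenesis, 6.76e-08, 6.8e-07 and 0.0284 for tyrosine metabolism and 0.445, 0.312 and 0.00173 for tight junction.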

Interestingly, some pathways, including melanogenesis and tyrosine metabolism, were more highly enriched in RS_BS and BS_WS groups than RS_WS, while tight junction was more highly enriched in the RS_WS comparisons. All 206 pathways identified in the three comparisons are presented in Additional file 5.

**Table 2:** The top ten KEGG pathways related to differentially expressed mRNAs in the three comparative groups

RS_WS group	RS_BS group	BS_WS group
Tight junction	Melanogenesis	Melanogenesis
Osteoclast differentiation	Tyrosine metabolism	Tyrosine metabolism
Pathways in cancer	Hypertrophic cardiomyopathy (HCM)	Neuroactive ligand-receptor interaction
Neuroactive ligand-receptor interaction	Dilated cardiomyopathy	Ether lipid metabolism
Fat digestion and absorption	Cardiac muscle contraction	Glycerophospholipid metabolism
Retinol metabolism	Circadian entrainment	Osteoclast differentiation
Viral myocarditis	Adrenergic signaling in cardiomyocytes	Linoleic acid metabolism
Cardiac muscle contraction	Fatty acid degradation	alpha-Linolenic acid metabolism
Cytokine-cytokine receptor interaction	Fatty acid metabolism	Retinol metabolism
Ras signaling pathway	Cell adhesion molecules (CAMs)	Arachidonic acid metabolism

### *Cis* and *trans* role of lncRNAs

The potential *cis* and *trans* targets of lncRNAs were predicted to investigate the functions of 92 DE lncRNAs. 

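Additional file 6 gives 117 pairs of a lncRNA and a nearby gene. Both members were matched to a single assembled gene each in 108 pairs, and 99 of these had values above 0 for both members in the deposited tables. Pearson's r of FPKM over the 9 libraries reached the 0.95 that the authors used for trans pairs in 2 of the 99, and the median r was -0.00344. Among 1000 random pairings of the same lncRNAs and genes, 73 had a median r as high and 295 had as many pairs at this level. The setting that moved the count most was Spearman's coefficient, with 0 pairs. The 9 libraries fall into 3 clusters of 3 by replicate number, and no test of a single pair that keeps these clusters was run. An exact test of r over the 9 libraries, which leaves the clusters out, was run for 6 named pairs. Its smallest p was 0.00231 (adjusted 0.0139), for Ccr_lnc5622441 and a gene named Mc5r, with r of 0.9. That gene had 23.1 expected counts in all. The other adjusted p-values were at least 0.232. Another gene named Mc5r, with 804 expected counts, had r of 0.52 with Ccr_lnc5622421 and 0.57 with Ccr_lnc5625301. Spearman's coefficients for these were 0.87 and 0.85, with unadjusted p of 0.00529 and 0.0086 from the exact test. The pairs with Mitf, Wnt3a and Slc45a2 had Spearman's coefficients of -0.41, -0.28 and -0.19. Such a test cannot separate a relation within a pair from the replicate number.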

Regarding *cis* action, 70 DE lncRNAs corresponded to 107 protein-coding genes (Additional file 6). 

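Of the named lncRNAs with a neighboring pigmentation gene, Ccr_lnc17821911 (1160 bp) was above 0 in all 9 libraries, with 33.05, 26.53 and 8.11 FPKM in BS. Its rise in BS against WS was 2.38 on the log2 scale (standard error 0.95, FDR 1 from the quasi-likelihood test), or 2.36 (standard error 0.53) with the replicate block. Ccr_lnc8247101 was above 0 only in BS1 at 3.30 FPKM and BS3 at 5.02 FPKM, and Ccr_lnc13638801 only in WS1 at 13.82 FPKM. The genes that Additional file 6 names beside these 2 lncRNAs were hardly counted. Wnt3a was at 0.29 FPKM in RS2 and 0.14 in WS3 from 1.5 expected counts in all, and Slc45a2 had 2.5 expected counts in all. At these counts no change in Wnt3a or Slc45a2 between colors was detectable.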

Among them, the skin color-related genes such as *Wnt3a*, *Slc45a2* and *Mitf* located near the *Ccr_lnc8247101*, *Ccr_lnc13638801* and *Ccr_lnc17821911* loci, respectively. GO term and KEGG pathway analysis were also conducted on 107 *cis* lncRNA targets to explore their functions (Additional file 6). 

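The correlation step was repeated on the 92 lncRNAs and 722 mRNAs of Additional file 4, which form 66424 pairs. Over the 9 libraries, 1577 pairs (2.37%), with 77 lncRNAs, had a Pearson's r of FPKM of at least 0.95. When the library order of the lncRNAs was shuffled freely, the median was 1106 pairs, the maximum 1718, and 13 of 1000 shuffles gave as many pairs. Rearranging the libraries only within each replicate number, which keeps the 3 clusters, gave a median of 1369 (995 to 1849), and 36 of the 216 arrangements gave at least as many pairs. Spearman's coefficient moved the count most, to 382 pairs. In 1550 of the pairs both members had their highest FPKM in the same library, and in 703 (44.6%) a member was above 0 in 1 library alone. Within 1 cluster of 3 libraries the relation cannot be tested.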

A total of 41,625 interactions were identified for *trans* actions between 79 lncRNAs and protein-coding genes (Additional file 7). The interaction networks are quite complex, with some trans-regulation relationships evident (Fig. 6). For example, some mRNAs (*Mitfa*, *Slc7a11* and *Sox10a*) appear to be regulated by multiple lncRNAs (*Ccr_lnc8963611*, *Ccr_lnc1485701* and others), and one lncRNA (*Ccr_lnc5622421*) can target many mRNAs (*Tyk2*, *Mc1r*, *Tyrp1* and others).

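In the deposited tables Ccr_lnc5622421 was at 0, 0.78 and 0.38 FPKM in BS, 0, 1.83 and 5.76 in RS and 0 in WS. Ccr_lnc1485701 was at 1.26, 0 and 3.14 FPKM in BS. The part of Additional file 7 read here lists the pairs of 2 lncRNAs. For the first, all 860 listed pairs reached r of at least 0.95 in the deposited FPKM, and 820 of their mRNAs (95.3%) were above 0 in 1 library alone. For Ccr_lnc15278331, with 1065 pairs, 624 (58.6%) reached this r, 238 mRNAs were at 0 throughout, and 574 mRNAs were above 0 only in WS2, where the lncRNA had its highest value of 289.53 FPKM. Its log2 fold change in BS against WS was -2.07 (standard error 1.55, FDR 1 from the quasi-likelihood test), and -1.23 (standard error 0.68) with the replicate block. Without WS2, but with BS2 kept, the change was 1.12. From correlations of this kind the paper proposes that 1 mRNA can be regulated by several lncRNAs and 1 lncRNA can target many mRNAs.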

**Fig. 6:**
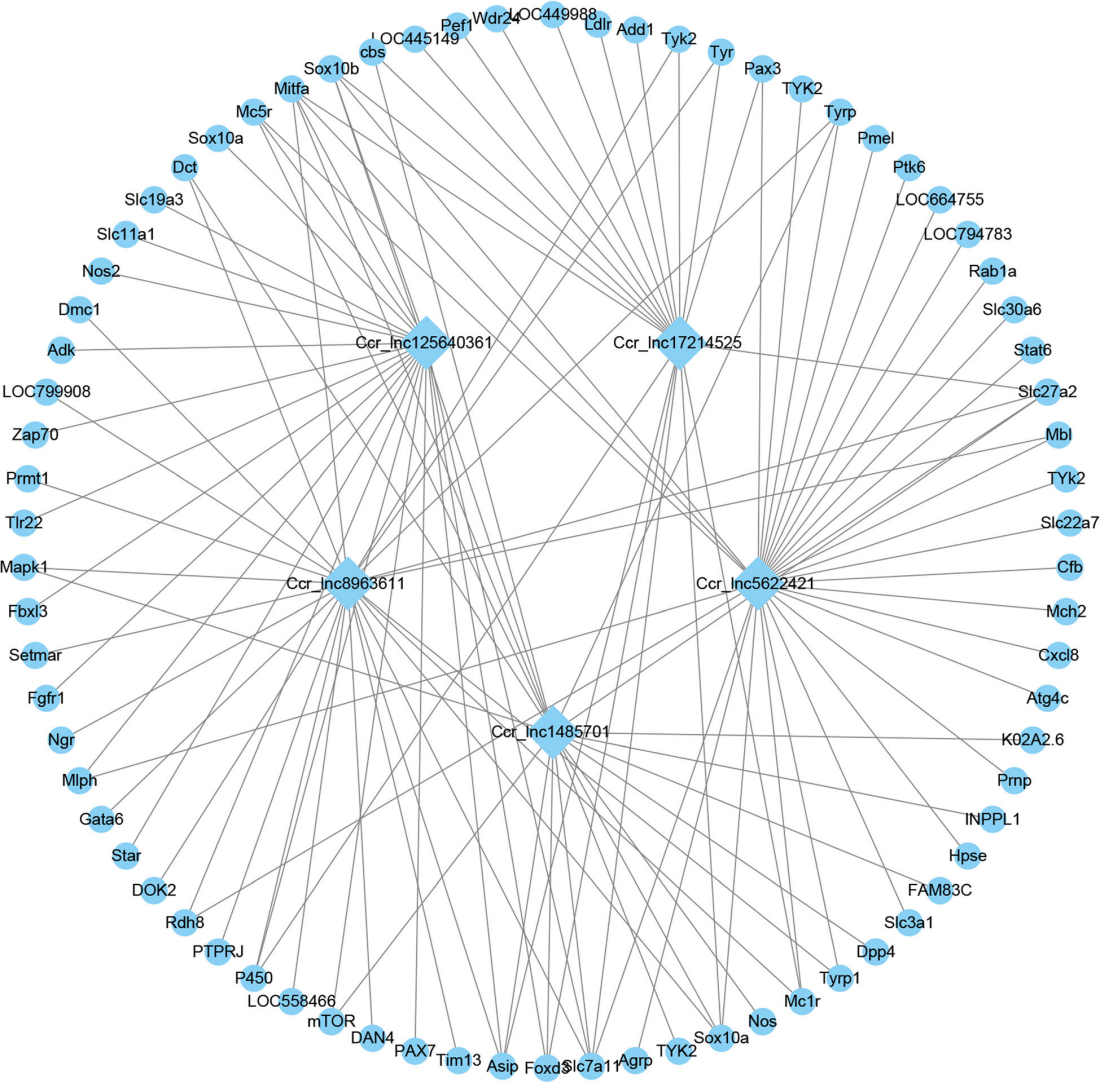
Networks analysis of putative interactions between five selected lncRNAs and *trans-*regulated mRNAs related to the pigmentation process. Square and circular nodes represent lncRNAs and protein-coding genes, respectively

We further analyzed these *trans*-targeted mRNA functions, and 6139 GO terms and 355 KEGG pathways were identified (Additional file 7). These include a number of terms related to pigment regulation, such as protein tyrosine kinase activity, retinal pigment epithelium development, pigment cell development, and melanin metabolic process. Importantly, we also identified some pathways related to pigmentation, including cAMP, Wnt, MAPK signaling pathways, melanogenesis, and tyrosine metabolism (Fig. 7).

**Fig. 7:**
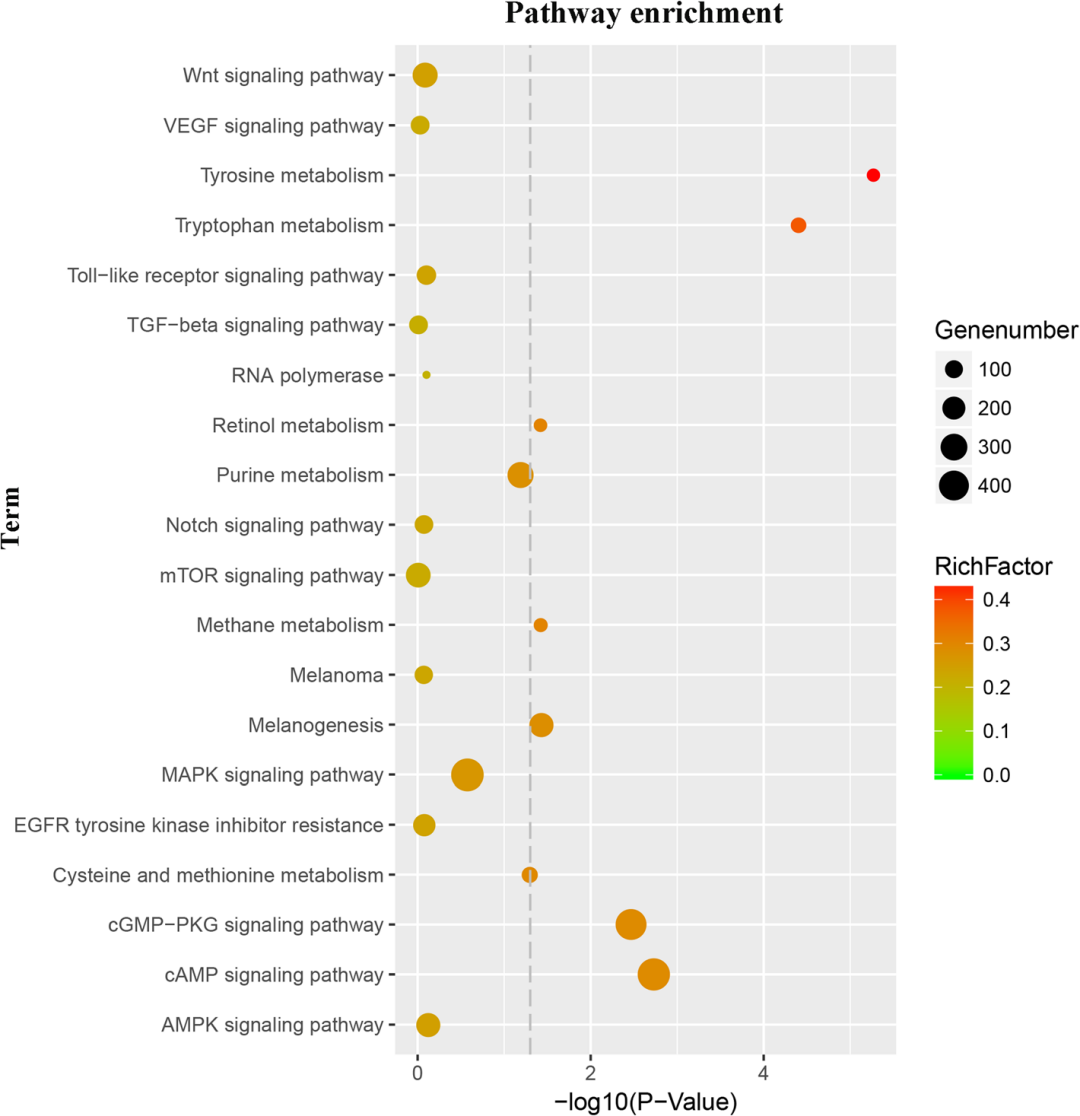
Predicted pigmentation-related pathways of *trans*-target mRNAs based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. Gene number, number of target genes in each pathway; Rich factor, ratio of the number of target genes divided by the total number of genes in each pathway

We also identified some key lncRNAs and target mRNAs related to the melanogenesis pathway (Table 3). The results showed that *Mitf* and *Wnt3a* genes, which are known to play crucial roles in skin color pigmentation, were linked to both *cis* and *trans* actions. Furthermore, we selected three lncRNAs (*Ccr_lnc142711*, *Ccr_lnc17214525* and *Ccr_lnc14830101*) and three mRNAs (*Asip*, *Mitf* and *Tyr*) to analyze their spatial and temporal expression characteristics. 

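Among the lncRNAs that Table 3 sets in trans to Mitf, Ccr_lnc125640361 was at 0.26, 2.85 and 0.46 FPKM in BS, 0.41, 12.01 and 0.44 in RS and 0.38, 0.10 and 0.08 in WS, so that the libraries of replicate 2 were highest in BS and RS. Ccr_lnc822721141, which Table 3 sets beside Tyrp1, was above 0 only in RS2, at 0.32 FPKM. Ccr_lnc131643581, set beside Tyk2, was at 269.49, 6.09 and 547.56 FPKM in BS, 192.17, 43.21 and 188.34 in RS and 244.83, 9.04 and 171.38 in WS. Its log2 fold change in BS against WS was 1.13 (standard error 1.39, FDR 1 from the quasi-likelihood test), or 1.08 (standard error 0.31) with the replicate block. The difference between replicate 2 and the other numbers was thus larger than the difference between colors for Ccr_lnc131643581.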

The results indicate that expression is tightly regulated in a time- and space-dependent manner. *Ccr_lnc142711*, *Ccr_lnc17214525*, *Asip* and *Tyr* were strongly expressed in gastrula, neurula and organogenesis stages, and *Mitf* expression was substantially up-regulated in gastrula and neurula stages, and after 20 days post-hatching (Fig. 8). In addition, we examined their expression profiles in different tissues of Koi carp. Interestingly, we found that *Ccr_lnc142711* and *Ccr_lnc148301* abundantly expressed in kidney, brain, blood, eye and gut, whereas *Ccr_lnc17214525* abundantly expressed in white skin and eye tissue (Additional file 8: Figure S3A). Expression of *Asip* was up-regulated in white skin, red skin, kidney, brain, eye, gonad and gut, and *Mitf* highly expressed in kidney, blood, eye and gut, whereas *Tyr* is abundantly expressed in black skin, eye and muscle (Additional file 8: Figure S3B).

**Table 3:** LncRNAs and their potential target genes involved in melanogenesis

Protein-coding genes	lncRNAs in *cis*	lncRNAs in *trans*
*Mitf*	*Ccr_lnc17821911*	*Ccr_lnc125640361, Ccr_lnc1485701, Ccr_lnc5622421, Ccr_lnc17214525, Ccr_lnc8963611*
*Wnt3a*	*Ccr_lnc8247101*	*Ccr_lnc105029701, Ccr_lnc1134941511, Ccr_lnc1442012, Ccr_lnc2059601, Ccr_lnc6033401, Ccr_lnc105029701*
*Tyr*		*Ccr_lnc17214525, Ccr_lnc14830101, Ccr_lnc8963611*
Tyrp1		*Ccr_lnc16301123, Ccr_lnc5622441, Ccr_lnc8963611, Ccr_lnc822721141*
*Asip*		*Ccr_lnc1485701, Ccr_lnc17214525, Ccr_lnc142711, Ccr_lnc113494151, Ccr_lnc11354001*, *Ccr_lnc8963611*
*Sox10*		*Ccr_lnc125640361, Ccr_lnc1485701, Ccr_lnc5622421, Ccr_lnc7090801, Ccr_lnc5622421,Ccr_lnc17214525*
*Tyk2*		*Ccr_lnc1134941511, Ccr_lnc11354001, Ccr_lnc15278331, Ccr_lnc11354001, Ccr_lnc12754831, Ccr_lnc12757551, Ccr_lnc131643581, Ccr_lnc14074601, Ccr_lnc14419221, Ccr_lnc14420121, Ccr_lnc14420301, Ccr_lnc147974311, Ccr_lnc17632401, Ccr_lnc175284642, Ccr_lnc3111401*

**Fig. 8:**
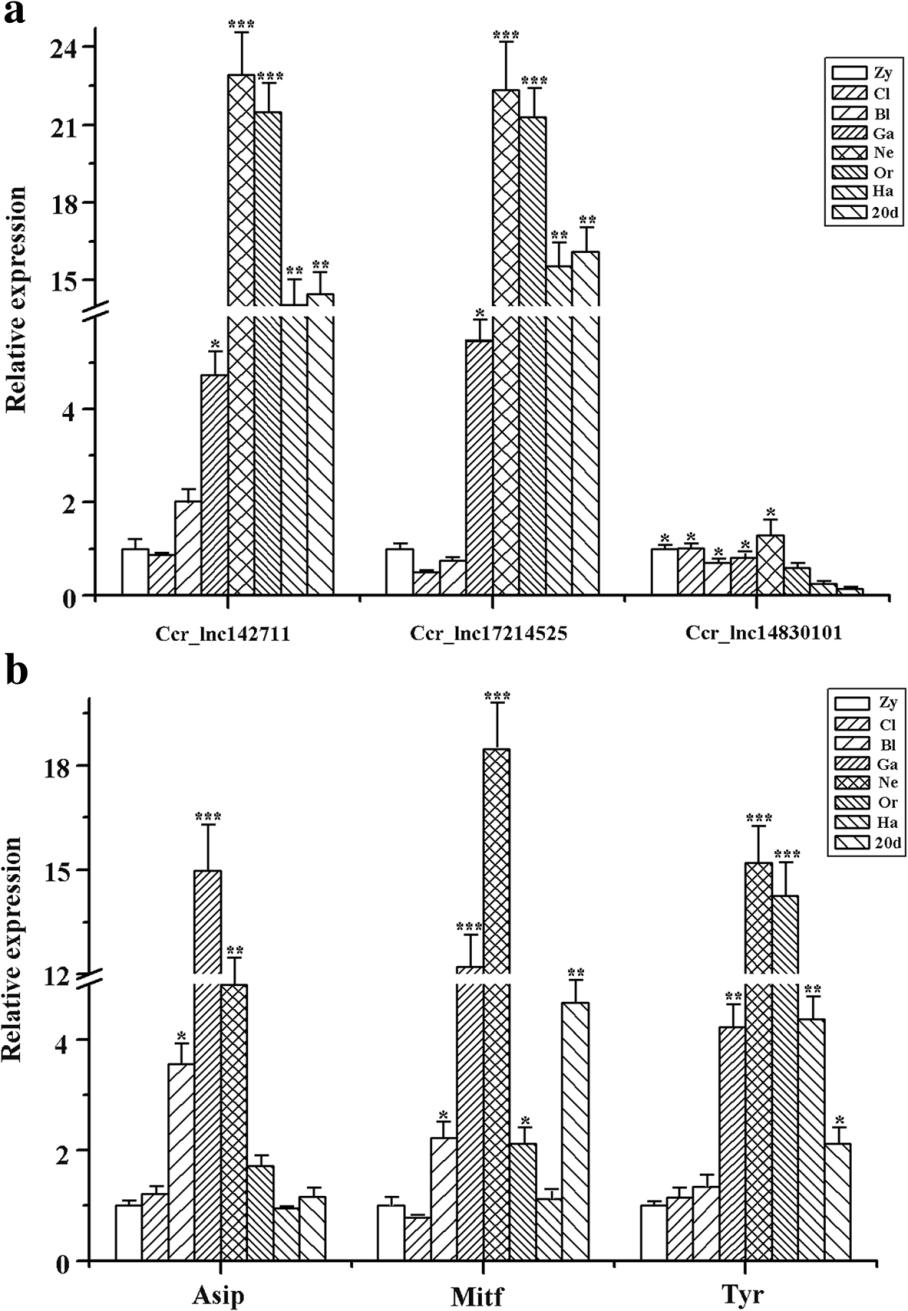
Overview of expression pattern of three lncRNAs (**a**) and three mRNAs (**b**) involved in melanogenesis pathway during the early stage of Koi carp. Zy, zygote; Cl, cleavage; BL, blastula; Ga, gastrula; Ne, neurula; Or, organogenesis; Ha, hatching; 20pdh, 20 days post-hatching.* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

## Discussion

Koi carp are among the most popular ornamental fish worldwide, the body color and skin pattern is closely correlated with market value [36]. Thus, the mechanism of skin color regulation has been investigated, including transcriptomic analysis of pigment-associated genes [37, 38]. In our previous study, we identified important miRNAs (e.g. *miR-196a*, *miR-125b*, *miR-200b* and *miR-206*) that influence pigmentation and differentiation in the three main skin colors [23]. Despite an abundance of literature on tissue-specific expression patterns and functions of mRNAs and miRNAs in fish, evidence for tissue-restricted expression of lncRNAs is limited. However, in plants and non-fish animals, evidence suggests that some lncRNAs display strict cell specificity and play a key role in development and differentiation of tissues [39, 40]. Therefore, in an effort to better understand the influence of lncRNAs on mRNA functions and related regulatory mechanisms in Koi carp, we elucidated lncRNA profiles of three different phenotypes involved in skin pigmentation and differentiation using Illumina sequencing technology.

In the current study, 446,614 putative transcripts were obtained, including 4252 known and 72,907 novel lncRNAs, tremendously enriching the pool of lncRNAs correlated with fish skin. Expression of lncRNAs can be tissue-specific, and differential expression is widespread in a variety of organisms [41–43]. To gain insight into the expression of skin color-related genes in Koi carp, we determined expression profiles, and identified 92 DE lncRNAs and 722 DE mRNAs through pairwise comparison. Interestingly, levels of *tyr*, *pmela*, *pmelb* and *sex determining region Y-box 10* (*sox10*) were high in black skin compared with red and white skin, which implied that these genes contribute to black coloration. These expression trends and characteristics are similar to those in tilapia and other vertebrate species [44, 45]. 

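The parts of the files read here do not pair these 4 symbols with assembled genes, so no value is given for them. Features that Additional file 5 annotates to 7 terms are counted instead. These need not include the 4 genes, and tight junction, which is not a pigment term, is among the terms. Over all terms examined (melanosome, melanosome organization, melanin biosynthetic process, monophenol monooxygenase activity, melanogenesis, tyrosine metabolism and tight junction), 63 entries of annotated features are listed and 30 could be tested in the deposited counts. In BS against WS 12 of 14 tested entries rose and 2 fell, in RS against BS 2 of 9 rose and 7 fell, and in RS against WS 6 of 7 rose and 1 fell. Rises ranged from 0.95 to 13.20 on the log2 scale and falls from -11.62 to -1.23. By the quasi-likelihood test 21 of the 30 had an unadjusted p under 0.05, and 28 with the replicate block, while 0 had an FDR of at most 0.05 in either fit. For melanin biosynthetic process, 3 of 5 listed features could be tested in BS against WS and all rose, and 2 of 5 could be tested in RS against BS and both fell. From higher levels in black than in red and white skin, the paper proposes that tyr, pmela, pmelb and sox10 take part in black coloration.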

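In the deposited tables Ccr_lnc14074601 (964 bp) was above 0 in 1 library, WS2, at 1.39 FPKM from 33.6 expected counts, and at 0 in the other 8. Ccr_lnc2382951 (1310 bp) was at 9.52 FPKM in WS1 and 14.32 in WS3, from 365 expected counts, and at 0 in WS2 and in all BS and RS libraries. For both, the counts lay in too few libraries for the filter. Exact two-sided permutation tests on FPKM against BS and against RS gave p = 1 for Ccr_lnc14074601 and p = 0.4 for Ccr_lnc2382951.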

We also identified some specific lncRNAs such as *Ccr_lnc5622441* and *Ccr_lnc765201* that were up-regulated in RS and BS groups compared to WS, while *Ccr_lnc14074601* and *Ccr_lnc2382951* were up-regulated in WS. However, more integrative experiments are needed to further explore their functional mechanisms related to skin color regulation. Verification by qRT-PCR confirmed the reliability of the RNA-seq data and the lncRNAs and mRNAs identified. Additionally, several previous studies support our results. 

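The assembled gene that Additional file 6 names Mitf, beside Ccr_lnc17821911, is 579 bp long and had 6 expected counts in all. It was at 0.18 FPKM in BS2 and 0.19 in BS3, at 0.74 in WS2, and at 0 in the remaining libraries. The mean was 0.123 ± 0.107 FPKM (SD, n = 3) in BS and 0.247 ± 0.427 (SD, n = 3) in WS. Too few reads fell on it for the count test, and a difference between BS and WS was not detectable at this depth.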

For example, we found that expression of microphthalmia-associated transcription factor (*mitf*) was higher in BS than WS, and a previous study confirmed that *mitf* is a member of the basic helix-loop-helix leucine zipper (bHLH-Zip) protein family and directly regulates the differentiation of melanin cells by controlling the expression of tyrosine gene families [46, 47].

LncRNAs can function through *cis*-regulation of nearby protein-coding genes [48]. Only a few lncRNAs have been defined as *cis*-regulators, and most functionally annotated lncRNAs are *trans*-regulators [49]. In our study, DE lncRNAs were divided into two categories (*cis* or *trans*-regulatory genes) to explore potential target mRNAs. The results revealed that 70 lncRNAs corresponded to 107 protein-coding genes via *cis* regulation, and 79 lncRNAs corresponded to 41,625 protein-coding genes through *trans* regulation*.* Notably, *Mitf* and *Wnt3a*, both members of the Wnt family, were found to be regulated by lncRNAs both in *cis* (*Ccr_lnc17821911*) and in *trans* (*Ccr_lnc125640361*, *Ccr_lnc1485701* and others) in the melanogenesis pathway. These findings indicate that lncRNAs are highly functionally conserved, similar to their target Wnt signaling protein [50], although their regulatory mechanisms need to be further investigated. In addition, a number of lncRNAs acting in *trans* were found to target protein-coding genes specifically expressed in melanocytes, including *Tyr*, *Tyrp1*, *P450* and *Sox10*. For example, *Ccr_lnc8963611* acts on both *Tyr* and *Tyrp1*, which evolved from a common ancestral tyrosinase gene [51, 52]. A third interesting observation is that some mRNAs (*Mitfa*, *Slc7a11* and others) are regulated by multiple lncRNAs (e.g. *Ccr_lnc8963611* and *Ccr_lnc1485701*), and a single lncRNA (*Ccr_lnc5622421*) can target many mRNAs (*Mc1r* and *Tyrp1*). This indicates the functional complexity of lncRNAs. Therefore, we screened some DE *cis*- and *trans*-acting lncRNAs that function on genes related to pigmentation. However, these putative connections and interactions are based on theoretical analysis, and experimental verification is required.

Some pathways related to pigmentation have been identified, including cAMP [53], melanogenesis [54], Wnt [55], SCF-KIT [56], Notch [57], FGF/MAPK/Ets [58], MITF-GPNMB [59], CREB/MITF/Tyrosinase [60] and protein kinase C signaling pathway [61]. However, information on the roles of lncRNAs in pigmentation and differentiation in fish remains scarce. Methods for lncRNA function prediction can correlate protein-coding genes and their related biological pathways [62]. In our present study, we analyzed these *cis* target genes of DE lncRNAs enriched in 91 KEGG pathways, and the *trans* target genes enriched in 355 KEGG pathways. Some key pathways associated with pigmentation are enriched, including Wnt, cAMP and melanoma signaling pathways, as well as tyrosine metabolism. This strongly indicates that these pathways play essential roles in determining the three different skin colors.

To gain insight into the functions of some lncRNAs and mRNAs in physiological processes, we further analyzed their temporal and spatial expression patterns. The results indicate that *Ccr_lnc142711*, *Ccr_lnc17214525*, *Asip* and *Tyr* strongly expressed in gastrula, neurula and organogenesis stages. LncRNAs expressed during blastula and gastrula stages might play important roles in cell fate decisions, differentiation and cell migration [63]. In addition, pigment cells are initially derived from the neural crest during gastrula stage [64, 65]. Indeed, recent large-scale knockdown analyses in mouse embryonic stem cells (ESCs) revealed key roles for lncRNAs in cell fate specification [66]. Therefore, we speculated that *Ccr_lnc142711* and *Ccr_lnc17214525* may be potential regulators of the pigmentation process.

Deeper molecular mechanistic research is clearly needed to elucidate the specific functions lncRNAs and their target genes. To this end, we found that *Ccr_lnc142711* and *Ccr_lnc148301* abundantly expressed in kidney, brain, blood, eye and gut, whereas *Ccr_lnc17214525* abundantly expressed in white skin and eye tissues, indicating strict cell specificity for lncRNAs [39]. Skin pigmentation in fish is a complex process that involves numerous genetic factors [67]. Herein, it is found that expression of *Asip* is up-regulated in white skin, red skin, kidney, brain, eye, gonad and gut, while *Mitf* highly expressed in kidney, blood, eye and gut, and *Tyr* abundantly expressed in black skin, eye and muscle. The results are similar to some previous research [68–70], which suggest that expression of these genes is associated with skin pigmentation.

## Conclusion

To our knowledge, this study provides the first lncRNA-mRNA integrated profiling analysis of differences in skin color in Koi carp. By comparing RNA-seq data from three pairwise groups, we identified significant DE lncRNAs and mRNAs, and explored potential *cis* and *trans* targets of lncRNAs. Functional enrichment and lncRNA-mRNA regulatory network analyses revealed novel lncRNAs and mRNAs associated with pigmentation and differences in skin color. Additionally, temporal and spatial expression patterns of lncRNAs and mRNAs revealed tissue specificity. Our results provide new insight into the molecular mechanisms underlying lncRNA-mediated pigmentation and differentiation in Koi carp. The numerous lncRNAs and mRNAs identified, and the accompanying de novo transcriptome data, provide valuable resources for future transcriptome studies investigating functions associated with skin color in fish.

## Methods

### Sample collection

Koi carp were obtained from the Qiting Pilot Research Station (Yixing, Jiangsu, China), affiliated to the FFRC. Animals (average weight: 400 ± 8 g) were raised at 24 ± 1 °C in 256 L tanks in a circulation water system for 1 week before experiments and fed twice daily with compound feed (Tech-bank Co., Ltd., Ningbo, China). Aeration was supplied constantly and a 12 -h light / dark photoperiod was employed.

Fish in the three experimental groups (black, white and red spots in one fish synchronous; Additional file 1: Figure S1) were tranquilized with 10–15 mg/L MS-222 buffered to pH 7.0–7.5, and three sets of skin tissues, black (BS), white (WS) and red (RS), were collected, immediately snap-frozen in liquid nitrogen and stored at − 80 °C until RNA isolation. After skin tissues sampling, fish were euthanized in buffered 300 mg/L Methyl methanesulfonate (MMS) and kidney, heart, eye, gill, gut, brain, blood, muscle, liver and gonad tissues were also collected and conserved at − 80 °C until use.

Samples from different developmental stages were collected at the aquaculture base. Brood fish were processed under hormone stimulation and mass spawning conditions. Fertilized eggs were hatched in cement tank with constant aeration at 24 ± 1 °C. Developmental stages were divided into zygote, cleavage, blastula, gastrula, neurula, organogenesis, hatching and 20 days post-hatching as described previously [24]. Samples from the same developmental stage were collected, immediately snap-frozen in liquid nitrogen and stored at − 80 °C until use.

### RNA isolation, library preparation and sequencing

Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacture’s protocol, and genomic DNA was removed using DNase I (New England Biolabs). The concentration and integrity of RNA were estimated using a NanoDrop 2000 (Thermo Scientific, USA) and RNA quality was confirmed with an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA).

Poly(A) libraries were prepared using Illumina TruSeq RNA Sample Preparation Kit v2 (NEB, Ipswich, MA, USA). Poly(A) RNA was purified with oligo dT magnetic beads, then fragmented with divalent cations followed by reverse transcription into cDNA and ligation of Illumina paired-end oligo adapters to cDNA fragments. Next, nine sequencing libraries were constructed and each library was loaded into one lane of the Illumina Hi-Seq X-ten for 150 bp paired-end sequencing.

### Bioinformatics analysis

The pipeline for lncRNA analysis presented in (Additional file 1: Figure S2).

#### Quality control

FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) [25] was used to perform quality control of the sequencing data. Poor quality reads, including reads with adaptors, reads with > 10% unknown bases, and low-quality reads with > 50% bases with a quality value ≤5 were discarded during the initial filtering step.

#### Transcriptome assembly

Clean reads were first mapped onto the common carp (*C. carpio*) v3.0 reference genome (http://www.fishbrowser.org/database/Commoncarp_genome/) independently by TopHat v2.0.10 [26] with six mismatches prior to assembly. Clean reads were then de novo assembled into transcripts using a genome-guided method by Trinity v2.4.0 [27] with default parameters to reconstruct transcripts based on the actual read sequences. Finally, the obtained non-redundancy assembled transcripts were clustered using CD-HIT v4.6 [28] for downstream analysis.

#### Novel LncRNA prediction

Firstly, we used blat (https://genome.cshlp.org/content/12/4/656.short) to align assembled transcripts against the reference genome to identify locations of assembled transcripts with at least 90% sequence similarity. Since no lncRNA information was provided in *C. carpio* v3.0 genome annotations, transcripts similar to known lncRNAs in *Danio rerio* NONCODE v5 (cutoff E-value ≤1e-10) were assigned as putative lncRNAs.

In order to idnetify novel lncRNAs from the final assemblies, transcript locations were compared with reference genome annotation using Gffcompare (v0.10.1, https://ccb.jhu.edu/software/stringtie/gffcompare.shtml). We then followed the steps below to filter novel lncRNAs from the newly identified transcripts based on transformed locations:

1. Only ‘u’ category transcripts were considered to contain novel lncRNAs;
2. According to most studies, putative lncRNAs are arbitrarily defined as transcripts ≥200 nt in length with no protein-coding ability, hence transcripts < 200 nt were filtered [29];
3. Transcripts overlapping with known lncRNAs in *Danio rerio* were filtered;
4. More than 95% protein-coding genes have open reading frames (ORFs) > 100 amino acids [30]. We used TransDecoder version rel16JAN2014 (https://sourceforge.net/projects/transdecoder/) to identify putative ORFs in each transcript, and removed transcripts with putative ORFs > 300 bp;
5. We aligned the remaining transcripts to the NCBI non-redudant (Nr) protein database to eliminate transcripts similar to known proteins (cutoff E-value ≤1 × 10^− 5^);
6. Coding Potential Calculator version 0.9-r2 (http://www.mybiosoftware.com/cpc-0-9r2-assess-protein-coding-potential-transcripts.html) was utilized to estimate the coding potential of each transcript using the complete UniRef90 database with default parameters. Sequences with protein-coding-scores (CPC-score) < 0 were classified as novel lncRNAs.

#### Identification of differentially expressed lncRNAs and mRNAs

To analyze transcript abundance in a genome-free manner, RSEM v1.2.22 [31] was employed to estimate and quantify gene expression using an alignment-based method, yielding an expected read count for each protein and lncRNA gene. Gene expression was normalized using the fragments per kilobase of exon per million reads mapped (FPKM) method. Finally, edgeR v3.22.3 [32] was used to identify differentially expressed genes by pairwise comparisons. Differences were considered significant for FDR ≤0.05 and |log2 fold change (FC)| ≥1. Differential cluster analysis of genes and volcano plotting of differentially expressed lncRNAs and mRNAs were performed using the E Charts platform (http://www.ehbio.com/ImageGP/index.php/Home/Index/index.html).

#### Target gene prediction

The *Cis* role refers to the action of lncRNAs’ on neighboring target genes. We searched for coding genes within 10–100 kb upstream or downstream of lncRNAs.

The *Trans* role represents the influence of lncRNAs on other genes at the expression level. We calculated the expressed Pearson correlation coefficient between lncRNAs and corresponding coding genes using custom scripts (*p* < 0.05 and R ≥ 0.95). A regulatory network was then constructed and visualized by Cytoscape v3.6.1 [33], a standard tool for integrated analysis and visualization of biological networks.

#### GO and KEGG pathway analysis

To explore the functions of significant differentially expressed lncRNAs and mRNAs, and the corresponding target genes of differentially expressed lncRNAs, GO term and KEGG pathway enrichment analysis were conducted using the DAVID program v6.8 (https://david.ncifcrf.gov/) [34]. Significance was expressed as *p*-value, with a lower *p*-value indicating higher significance.

### Quantitative real-time PCR assay

Total RNA from different tissues was extracted as described above, 0.5 μg was reverse-transcribed into first-strand cDNA using a PrimeScript RT Reagent Kit (TaKaRa, Japan), and qRT-PCR was performed on a CFX96 Touch Detection System (Bio-Rad, Hercules, CA, USA) using SYBR Premix Ex Taq II reagent (TaKaRa). All reactions were conducted in triplicate for each sample with an initial denaturation at 95 °C for 30 s, followed by 40 cycles at 95 °C for 5 s, and the optimized annealing temperature for 30 s. The relative expression levels of differentially expressed lncRNAs and mRNAs were normalized against glyceraldehydes-3-phosphate dehydrogenase (*GAPDH*) and *β-actin* using the 2^-△△Ct^ method [35]. All primers (Table S1, Additional file 1) were designed using Primer Premier 5.

### Statistical analysis

Sequencing data were analyzed as described above. All other data are presented as mean ± standard error of the mean (SEM) and were calculated by SPSS 22.0 (SPSS Inc., Chicago, IL, USA) using one-way analysis of variance (ANOVA) followed by Duncan tests (*p* < 0.05 = significant and *p* < 0.01 = highly significant).

## Additional files

Additional file 1: **Figure S1.** Photograph showing the three different skin color types in Koi carp. **Table S1.** Primers used for analysis of differentially expressed genes related to skin color in Koi carp. **Figure S2.** Pipeline for analysis of skin color-related lncRNAs by Illumina sequencing.

Additional file 2: Quality control results of nine representative samples.

Additional file 3: Known and novel lncRNAs identified in black, white and red skin samples from Koi carp.

Additional file 4: Differentially expressed lncRNAs and mRNAs identified in the three different skin color groups.

Additional file 5: GO term and KEGG pathway enrichment analysis of significant differentially expressed mRNAs in the three skin color groups.

Additional file 6: Potential *cis* targets of lncRNAs with GO term and KEGG pathway enrichment analysis.

Additional file 7: Potential *trans* targets of lncRNAs with GO term and KEGG pathway enrichment analysis.

Additional file 8: Expression profiles of three lncRNAs (A) and three mRNAs (B) involved in the melanogenesis pathway in different tissues of Koi carp.

## Data Availability

All raw transcriptome data reported in this article have been deposited in the NCBI and Sequence Read Archive (SRA) databases (https://www.ncbi.nlm.nih.gov) under accession numbers SRR8281645, SRR8281646, SRR8281647, SRR8281648, SRR8281649, SRR8281650, SRR8281651, SRR8281652 and SRR8281653. Sample metadata expression estimates can be found on the NCBI Gene Expression Omnibus under accession number GSE125039.

## Abbreviations

CAFS: Chinese Academy of Fishery Sciences
cAMP: Cyclic adenosine monophosphate
cDNA: Complementary DNA
CPC: Coding Potential Calculator
FFRC: Freshwater Fisheries Research Center
Fgf: Fibroblast growth factor
GAPDH: Glycer-aldehyde-3-phosphate dehydrogenase
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
LncRNAs: Long non-coding RNAs
MAPK: Mitogen-activated protein kinase
Mc1r: Melanocortin receptor 1
Mitf: Microphthalmia-associated transcription factor
NCBI: National Center for Biotechnology Information
NcRNAs: Non-coding RNAs
Notch: Notch signaling pathway
Nr: Non-redudant
ORFs: Open reading frames
Pmela: Premelanosome protein a
Pmelb: Premelanosome protein b
QRT-PCR: Quantitative real-time PCR
Silv: Silver locus protein homolog
Sox10: Sex determining region Y-box 10
sRNA-Seq: Small RNA sequencing
Tyr: Tyrosinase
Tyrp1: Tyrosine related protein-1
Wnt: Wingless

# Supplementary material for: Integrated analysis of long non-coding RNA and mRNA expression in different colored skin of koi carp
**Source:** BMC Genomics. 2019 Jun 21;20:515. doi: 10.1186/s12864-019-5894-8
**Supplement:** Supplementary file 1 — Figure S1. Photograph showing the three different skin color types in Koi carp. Table S1. Primers used for analysis of differentially expressed genes related to skin color in Koi carp. Figure S2. Pipeline for analysis of skin color-related lncRNAs by Illumina sequencing.

**
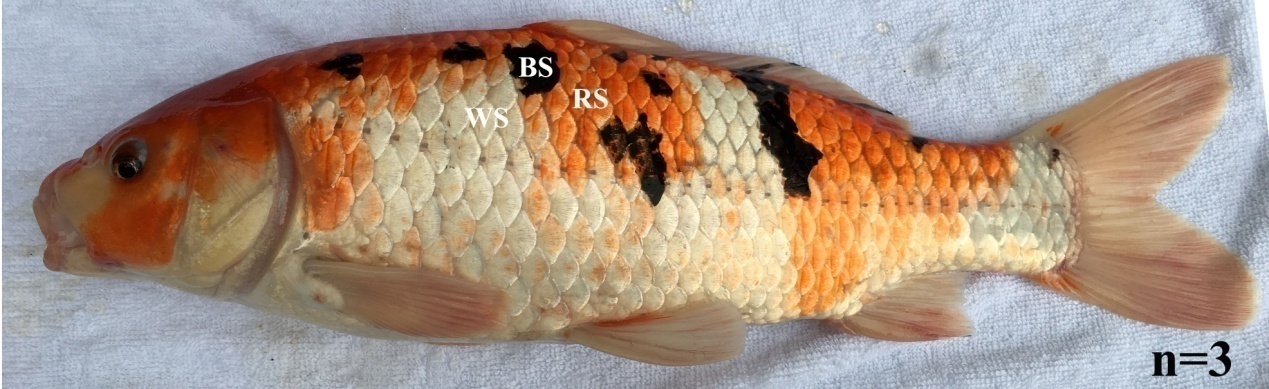
**

**Figure S1. Photograph showing the three different skin color types in Koi carp. RS, red skin; BS, black skin; WS, white skin; n, sample number**

**
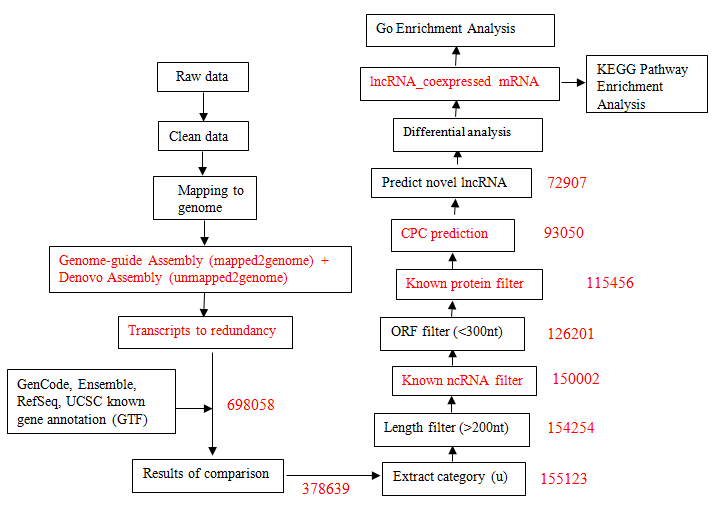
**

**Figure S2. Pipeline for analysis skin color-related lncRNAs by Illumina sequencing**

**Table S1. Primers used for analysis of differentially expressed genes related to skin color in Koi carp**

| Genes | Forward primers (5’-3’) | Reverse primers (5’-3’) |
| --- | --- | --- |
| *Ccr_lnc17214525* | TATTTTGAAGAGCGGGGATG | GCTGAAGTTGATTGATGCGA |
| *Ccr_lnc14830101* | CACACTGCCCCGTAGAAGAT | ATATTCCGCCAGTGAACGAG |
| *Ccr_lnc105029701* | TATGTGACAACTCCGCGCTT | CAGCTCAACACAAGCCGTTC |
| *Ccr_lnc8963611* | CACGGTATGGCACACAGGTA | GGACTGTTAGCGCTTGGTTC |
| *Ccr_lnc1485701* | CGCCCACAGTTAAATCCACT | ACCTACTGGACTGCCCAATG |
| *Ccr_lnc5622451* | ATGAAACGGGACTGGAGTTG | ACCAACCCAGTGACTCCAAG |
| *Ccr_lnc13164358* | AGAATAGCCGTTCGGTTA | TTGTCACGAGGCAGTTTACA |
| *Ccr_lnc16063311* | TGTTTGTGGTGTCGGCAG | AGTGCAGGAGAGCCACTA |
| *Ccr_lnc17821911* | ACCCCAAGGTTCCAATTTTC | GGGGTCTCAGTCAAACCTGA |
| *Ccr_lnc142711* | CGCCCACAGTTAAATCCACT | ACCTACTGGACTGCCCAATG |
| *Foxd3* | AACCGCTTCCCTTACTACCG | GAGTAAGCGGCAGGGTGAAT |
| *Slc7a11* | ACACGTACATTCTGGAGGCG | ACCCAAGCCAAAGCGTACATC |
| *Asip* | AACTGCGTGCCGCTCTTGA | TAAACAAGCCTTTGGGATCGG |
| *Tyrp1* | CGATGGCCACTTCGGTTCTTTA | CTGTACACTTGCTCCGTCCG |
| *Cbs* | GGCCCACTATGACACCACAG | AAGCCCTTATCACACATCCAG |
| *Mitf* | CGAAGTACCACATCCAGCAGAC | TTGTCCATGAGCATGTCCTCCA |
| *Tyr* | CACGGTCTCCGATCTTCCC | CATCACGCCAGTCCCAGTA |
| *Dct* | CCCTGCGTTCATCACCTG | CTGTCACACACCACTCCCC |
| *Sox10* | AAAACTCTGGAGGCTGCTGAA | TTGTAATGCGATTGGCTGTGA |
| *Mlph* | GGCAGCGTAGGAATGTCACT | ACCCAAGCCAAAGCGTACA |
| *GAPDH* | AATTTCCTTCCAGGCATGTG | GCAACCGTGTATGTGACCTG |
| *β-actin* | CGTGATGGACTCTGGTGA | ACAGTGTTGGCATACAGGT |

# Supplementary material for: Integrated analysis of long non-coding RNA and mRNA expression in different colored skin of koi carp
**Source:** BMC Genomics. 2019 Jun 21;20:515. doi: 10.1186/s12864-019-5894-8
**Supplement:** Supplementary file 8 — Expression profiles of three lncRNAs (A) and three mRNAs (B) involved in the melanogenesis pathway in different tissues of Koi carp.

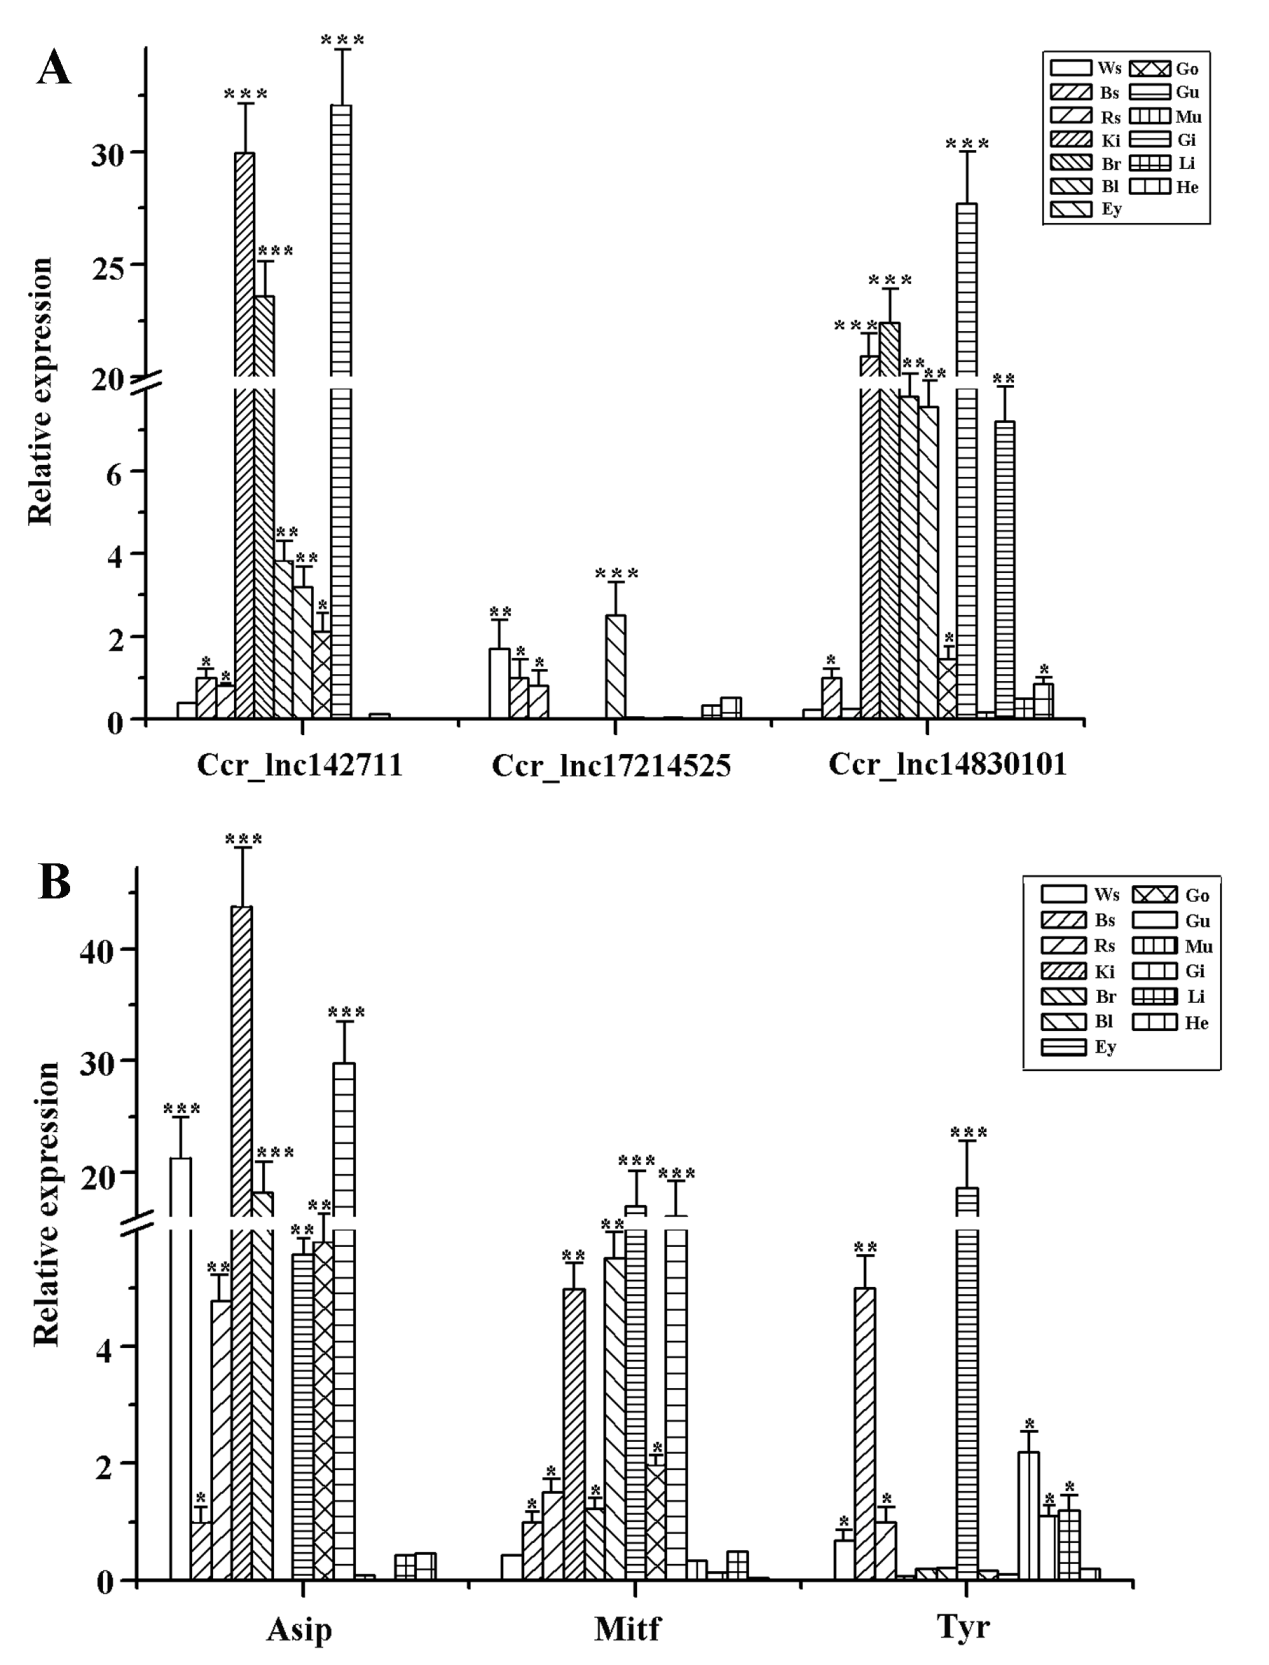

**Figure S3. Expression profiles of three lncRNAs (A) and three mRNAs (B) involved in the melanogenesis pathway in different tissues of Koi carp. Ws, white skin; Bs, black skin; Rs, red skin; Ki, kidney; Br, brain; Bl, blood; Ey, eye; Go, gonad; Gu, gut; Mu, muscle; Gi, gill; Li, liver; He, heart. * *p* <0.05, ** *p* <0.01, *** *p* <0.001.**

How the deposited data were processed for this re-analysis (not part of the article)

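The data are 9 RNA-seq libraries of Koi carp skin, 3 each of black (BS), white (WS) and red (RS) skin. The condition and the replicate number of each library were taken from the sample labels and the group names from the paper's methods. Each group therefore has replicates 1, 2 and 3. The pairing by number comes from these labels and from the paper's statement that patches of all 3 colors were taken from the same fish, although neither says in words that libraries with the same number share a fish. Tests compared 2 colors at a time, 3 libraries against 3.

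The authors mapped clean reads to the common carp genome, version 3.0, with TopHat, assembled them with Trinity, clustered the transcripts with CD-HIT and estimated expression for each assembled gene with RSEM. The deposited expected counts are RSEM's estimates of the number of read pairs from each assembled gene, neither normalized nor whole. The deposited TPM values are RSEM's transcript shares scaled to a fixed total, and they were read only to check that every library has this total. The deposited FPKM values are RSEM's fragments per kilobase of effective length, scaled by the read pairs assigned in the library. Each table holds 1 library, and replicates were not pooled. The paper names edgeR with an FDR of at most 0.05 and an absolute log2 fold change of at least 1, by pairwise comparisons, and its text names no filter, block or edgeR test. These thresholds were used here.

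Expected counts were rounded to whole numbers. Features were kept by filterByExpr with a minimum count of 10, libraries were normalized by TMM, and each pair of colors was tested by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) without a block, with Benjamini-Hochberg adjustment to give the FDR. Standard errors of log2 fold changes were obtained from the fold change and its F statistic. The versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Correlations, exact tests and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Exact two-sided permutation tests were run on FPKM for single features, where p cannot go below 0.1 with 3 libraries against 3.

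For the trans pairs, Pearson's r of FPKM over the 9 libraries was computed between each lncRNA and each mRNA of Additional file 4 and counted at r of at least 0.95, the paper's criterion. The counts were set against 1000 shuffles of the library order of the lncRNAs and against all 216 arrangements that keep each library within its replicate number. For the cis pairs of Additional file 6 the reference was 1000 random pairings. The authors' correlations cover protein-coding genes outside the lists of Additional file 4 as well, and these were not analysed here.

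The alternatives were the replicate number as a block, edgeR's exact test, DESeq2's Wald test, RLE size factors, no filter beyond a count above 0, the exact test without that filter, at least 1 CPM in at least 2 libraries, all 9 libraries in one fit, robust empirical Bayes, the FDR threshold alone, features with identical counts kept once, limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), and leaving out each replicate in turn. For the correlations they were log2(FPKM + 1), TMM-normalized CPM, Spearman's coefficient, the absolute value of r and leaving out each library. Added later were DESeq2 and edgeR's likelihood ratio test, each with a replicate block, and correlations of values relative to the mean of their replicate number.

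The scripts were tested on simulated data drawn from the means and library sizes of the deposited counts, with 200 features changed by 3 on the log2 scale. With a dispersion of 0.1, the quasi-likelihood test called 198 of the 199 changed features among the 65467 features tested. With the spread of each feature as estimated without a block, it called 0 of 169 among 60433 features, and 0 with the replicate block. The exact test called 20 and DESeq2 43, with 65 and 173 false calls. When differences between replicate numbers like those in the files were added at a dispersion of 0.1, the quasi-likelihood test called 0 of 184 among 64638 features. With the replicate block it called 183. With the same differences and the spread of each feature as estimated with the block, it called 0 of 173 among 60836 features, and 12 with the replicate block. The correlation step recovered 200 of 200 planted pairs.

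The genes named in the text follow a rule set beforehand. It takes every lncRNA that the paper names and whose name matches exactly 1 lncRNA of Additional file 4 (37 of 44 names). Names were read as the digits of the Trinity identifier. The cis genes named in the text are taken too. So are the features that Additional file 5 lists under 7 terms and pathways (41 features), pigmentation-related apart from tight junction. The rule also takes the features with the largest changes past the threshold, of which there were 0. Of the 41 features, 4 are printed by identifier, the first 2 that rose and the first 2 that fell in BS against WS in the order of their identifiers among those listed and tested. This order was chosen after the values had been seen, and the others are given as counts and ranges. The parts of the files read here do not pair the assembled genes with gene symbols, apart from the cis genes of Additional file 6. The RefSeq gene table of the common carp assembly used here holds no Trinity identifiers, so 0 of them matched it, and no coordinates are given.

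The total expected count per library sets the precision, and features with few counts are at or near 0 in most libraries. Floors of 3 counts cover counting error only. The quantitative PCR, the developmental stages and the other tissues of the paper were not analysed here. For most genes outside Additional file 4 the class of lncRNA or mRNA was not used here, since Additional file 3 was read only in part. Some values of single libraries are not reported here.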

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

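All tests in this part were chosen only after the result was seen. A single assembled gene of 1852 bp, which the paper does not discuss, took 23.4% of all expected counts in BS replicate 2, far above the smallest share that the depth can show. It is the gene with the most counts over the 9 libraries. Its share was 3.78% in BS1, 0.541% in BS3, 8.77% in RS2, 0.707% in RS3, 2.62% in WS1, 6.49% in WS2 and 0.508% in WS3. Both a technical and a biological explanation were weighed. If the share followed the replicate number, as a batch of libraries or an individual fish could give, few rearrangements of the libraries would separate the numbers as well. As many as 12 of 216 arrangements did, so replicate number remains a candidate explanation that cannot be told apart from chance. If it followed skin color, color would separate the shares better than most arrangements, and 78 of 216 separated them as well, so a relation to color was not detectable in these libraries. The choice of library preparation against the fish sampled was not tested, because the files name neither apart from the number. In BS replicate 2 the gene reduces the counts left for all others, and TMM factors adjust for this only as far as most genes are unchanged.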

How the results depend on the processing

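The alternatives were set before the data were examined, except DESeq2 with a replicate block, edgeR's likelihood ratio test with a replicate block and the correlations of values relative to the mean of their replicate number, which were chosen after seeing the data. With the quasi-likelihood test, 0 features passed the threshold in each comparison, 262 in BS against WS, 216 in RS against BS and 271 in RS against WS having an unadjusted p under 0.05. The number stayed at 0 with RLE size factors, at least 1 CPM in at least 2 libraries, all 9 libraries in one fit, the replicate block, robust empirical Bayes, the FDR threshold alone, identical features kept once, both limma-trend settings and each replicate left out in turn (from 0 to 0), for the 3 comparisons, the shared features and the listed entries.

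Under the other settings the counts in BS against WS, RS against BS and RS against WS moved. They were 43, 21 and 49 with edgeR's exact test, 46, 35 and 57 with DESeq2's Wald test, 389, 355 and 346 with no filter beyond a count above 0, and 48, 139 and 70 with the exact test and no filter. The settings chosen later gave 78, 76 and 220 with DESeq2 and a replicate block, and 98, 108 and 95 with the likelihood ratio test and a replicate block. In the same order of these 6 settings, the features shared by BS and RS against WS numbered 8, 9, 124, 9, 12 and 12, the listed lncRNA entries past the threshold 7, 8, 37, 9, 9 and 12, and the listed mRNA entries 45, 52, 259, 75, 91 and 82. For the unfiltered test, 74.4% of the called features were above 0 in at most 3 of the 6 libraries compared, against 62.1% of those tested. The cause was not tested.

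The 1577 trans pairs became 779 on the log2(FPKM + 1) scale and 382 with Spearman's coefficient, and 1557 to 2698 when each library was left out. They were 1460 with TMM-normalized CPM, 1577 at an absolute r of at least 0.95, and 1877 relative to the means of the replicate numbers. The 2 cis pairs became 1 with CPM and 0 with Spearman's coefficient, and stayed at 2 on the log2 scale. The cause was not tested.

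Of the 12 features printed with a fold change, 3 reversed when a replicate was left out. The change of Ccr_lnc15278331 in BS against WS ran from -3.23 to 1.12 (reversed without WS2), that of Ccr_lnc16063311 in RS against BS from -2.53 to 0.31 (reversed without BS3) and that of Ccr_lnc17214525 in BS against WS from -3.12 to 12.48 (reversed without BS2). Each such fit drops 1 library but keeps the same-numbered library of the other color. A reversal can therefore reflect the replicate number. By FPKM in same-numbered pairs, Ccr_lnc15278331 was lower in BS than WS in 3. Ccr_lnc17214525 was higher in BS in 2 and equal in 1. Ccr_lnc16063311 was lower in RS than BS in 2 and higher in 1, that of replicate 2. In that pair its expected counts, on which the fold changes rest, were lower in RS2 at 73.3 than in BS2 at 118.5. None of the 72 values with a replicate left out was past the threshold (0 features). Over the 14 other settings, 130 of 168 values kept their direction and stayed below the threshold, 38 kept their direction and passed it, and 0 reversed. Depth limits features such as Ccr_lnc8963611, with 8.9 expected counts in all, which was below the filter of the quasi-likelihood test.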

Differences from the paper's values

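The paper reports DE features where the quasi-likelihood test gave 0 in each comparison, with 262, 216 and 271 features at an unadjusted p under 0.05 in BS_WS, RS_BS and RS_WS. For lncRNAs the paper's counts are 18 up and 27 down in BS_WS, 10 up and 15 down in RS_BS, and 26 up and 20 down in RS_WS, against 0 for each. For mRNAs they are 197 up and 121 down, 71 up and 143 down, and 214 up and 166 down, against 0 for each. The paper's totals of 92 lncRNAs and 722 mRNAs, and its 10 lncRNAs and 85 mRNAs shared by BS_WS and RS_WS, stand against 0 as well. For these counts only features on the paper's lists were classed as lncRNA or mRNA, and none of the alternatives set before the data were examined closed the gap.

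Counted over all features, the paper's lists hold 363 in BS_WS, 239 in RS_BS and 426 in RS_WS, with 95 shared by BS_WS and RS_WS, against 0 here. Of the alternatives set before the data were examined, the test with no filter beyond a count above 0 came within 1.5 times of all 4 numbers, with 389, 355, 346 and 124, and none of the others did. Its calls included 37 of the paper's lncRNA entries and 259 of its mRNA entries. The alternatives chosen after seeing the values did not either. The FDR values of the paper's lists correspond to 83347, 82150 and 86468 features tested in BS_WS, RS_BS and RS_WS. The unfiltered test covered 290342, 285309 and 279939, which argues against it as the paper's setting. Its near numbers of calls do not make it so.

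For Ccr_lnc15278331 in BS_WS the paper's log2 fold change is -3.78, against -2.07 here. Of the alternatives set before the data were examined, limma-trend on log2(FPKM + 0.1) gave -2.33, and the fits without BS1, BS2, WS1 and WS3 gave -2.01, -3.23, -2.60 and -2.63, each within its own standard error of the paper's value. The other alternatives did not. The value without BS1 was farther from the paper's than -2.07, and came within only by a larger standard error, 1.92 against 1.55. For Ccr_lnc13007521 in RS_WS the paper's value is 8.32, against 6.37. Only the fit without WS1, at 6.91, came within its own standard error of 8.32. For TRINITY_DN158633_c2_g1 in BS_WS the paper's value is 1.87, against 0.95. The fits without BS3, WS1 and WS2, at 1.38, 1.09 and 1.2, came within their own standard errors of 1.87, while the other alternatives did not.

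Fig. 3c draws Ccr_lnc14074601, Ccr_lnc2382951 and Ccr_lnc13638801 above their mean in all 3 WS libraries and below it elsewhere. In the deposited tables Ccr_lnc14074601 was above 0 in WS2 alone, at 1.39 FPKM, Ccr_lnc2382951 was at 0 in WS2, and Ccr_lnc13638801 was above 0 in WS1 alone, at 13.82 FPKM. Fig. 3c also draws Ccr_lnc6842391 above its WS level in every RS library, whereas the deposited values were 0 in RS2 and RS3. The paper gives expression of mitf as higher in BS than in WS. The assembled gene that Additional file 6 names Mitf had a mean of 0.123 FPKM in BS and 0.247 in WS, from 6 expected counts in all. At these counts a difference was not detectable. The gene is on none of the paper's lists, and nothing read here ties it to the paper's statement. Its values therefore do not speak against that statement. Fig. 4 shows Ccr_lnc105029701 as rising in RS against BS, by about 3.1 read by eye, while its deposited FPKM was 4.61 in BS2 and 0 in the other BS libraries and in all RS libraries. Additional file 4 itself lists it in RS_BS at a log2 fold change of -9.21, a fall like that in the deposited values. The pairs of the 2 lncRNAs in the part of Additional file 7 read here have an r of 0.951 to 0.993, with p-values that correspond to 18 values per pair in all 97 pairs examined, where there are 9 libraries.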

Other observations

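The tests in this part were chosen only after the results were seen, except the splits without a filter, the share of calls on features seen in few libraries and the rescaling of a library. For the rescaling, the use of shares by library was also chosen after they were seen. The 6 libraries of a comparison make 10 splits into 3 against 3. Only 4 of these, the real one included, part all 3 same-numbered pairs, as the colors do, and the other 6 part 1 pair. With the quasi-likelihood test 0 features were called in all 10 splits of each comparison, so 4 of the 4 comparable splits equaled the real one, which could not have come out otherwise with 0 calls. At an unadjusted p under 0.05 the real splits had 262, 216 and 271 features in BS against WS, RS against BS and RS against WS, and the other comparable splits 179, 652 and 195, then 117, 207 and 191, then 321, 529 and 149. With the exact test the real splits called 43, 21 and 49 features, and the other comparable splits called 30, 47 and 19, then 17, 20 and 9, then 17, 28 and 10. As many were called by 2, 1 and 1 of the 4 splits. Without a filter, the real splits called 389, 355 and 346 and the others 280, 476 and 329, then 255, 338 and 237, then 258, 300 and 294, so that 2, 1 and 1 of the 4 splits gave as many. Such a design cannot give a share of splits low enough to set color apart from other groupings. The splits that part 1 pair, and so follow the replicate number more closely, called 919 to 4017 features without a filter.

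Of the calls made without a filter, 74.4% were on features above 0 in at most 3 of the 6 libraries. Among all features tested without a filter the share was 62.1%, so those calls fell on such features more often than their number alone gives. The other splits that part all 3 pairs had shares of 66.8% to 82.7%, so the excess is not particular to color. Its source was not examined.

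One candidate explanation of the 0 calls is the spread between replicate numbers. In simulated counts with differences between numbers like those in the files, the test called 0 of 184 changed features without a block and 183 with it. The deposited counts, however, gave 0 calls in the 3 comparisons with the replicate block too, with 1364, 1247 and 1089 features at an unadjusted p under 0.05. The spread between numbers alone may therefore not be the whole cause. The spread of each feature around the numbers is a further candidate. With that spread as estimated with the block and the same differences between numbers, the quasi-likelihood test with the block called 12 of 173 simulated changed features, with 2 false calls, and 0 without the block. There DESeq2 with a replicate block, chosen after seeing the data, recovered 134 and made 146 false calls, and the likelihood ratio test with a block recovered 134 with 146 false calls as well. With the spread as estimated without a block, which puts the differences between numbers into the spread where no block can remove them, the 2 tests recovered 66 and 28 of 169, with 485 and 122 false calls. The quasi-likelihood test with the block recovered 0 of the 169 there, with 0 false calls.

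Replicate number accounted for 64.9% of the variance of log2 CPM over the 78848 features, skin color for 11.8% and the rest for 23.3%. An insert-size batch could separate replicate 2 from the others, as its fragments were longer, but replicates 1 and 3 were also told apart. Between these, the smallest r of same-numbered libraries was 0.798, above the highest r of 0.742 between libraries of 1 color and 0.759 between libraries that differed in both. Each number has 1 library of each color, so color cannot produce this grouping by design. As for the variance between colors, 14 of 36 groupings with 1 library of each number per group explained as much, and an effect of color on the whole profile was not detectable. The fish sampled remains a possible explanation, with a median correlation of deviations of 0.58 for same-numbered libraries. It cannot be told apart from library batches that follow the same numbers.

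The FPKM values listed in Additional file 4 were compared with the deposited ones over 3444 values above 0 in either. They matched in 1473 (42.8%), and the share was 66.5% in BS2, 71.2% in RS2 and 67.0% in WS2 against 23.8% to 35.9% in the other libraries. Of the 869 entries with values both in replicate 2 and in replicates 1 and 3, 588 matched in replicate 2 alone, 266 in replicates 1 and 3 alone, 15 in neither and 0 in both. With the matches shuffled among entries, the median number matching in 1 set alone was 498 and the highest 531, so 0 of 1000 shuffles gave as many as 854, and independent mismatches in each library do not account for the pattern. A rescaling of whole libraries is not a likely source either, because the ratio of listed to deposited values varied. Over the 889 unmatched values above 0 in both sets, from 0% to 8.22% of those of a library lay within 5% of the median ratio of that library, and 3.37% of all lay within 5% of the median over all libraries. The shares by library, which follow the prediction more closely, were chosen for this test after both had been seen. The ratio was 4.37 at the median over all libraries, 0.364 at the lowest decile and 53.4 at the highest. A biological explanation was not tested, since both sets describe the same libraries. The FDR values of the lists correspond to 83347, 82150 and 86468 features tested in BS_WS, RS_BS and RS_WS.

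For the 1577 pairs of listed lncRNAs and mRNAs with r of at least 0.95, the part of the replicate structure was not settled. As many pairs were found in 36 of 216 arrangements within replicate numbers. Values relative to the mean of their replicate number, a setting chosen after seeing the data, gave 1877 pairs. No shuffled reference was made for this setting, and leaving out a library alone gave 1557 to 2698 pairs. The count of 1877 therefore cannot decide on the replicate structure, which remains open. Single libraries with high values are a candidate explanation, as the count was 382 with ranks in place of FPKM. Whether these 382 pairs are among the 1577 was not examined. For nearby lncRNAs and genes, 73 of 1000 random pairings had a median r as high as the cis pairs of Additional file 6, which leaves open whether neighbors vary together in these libraries.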
